# Milking It for All It’s Worth: The Effects of Environmental Enrichment on Maternal Nurturance, Lactation Quality, and Offspring Social Behavior

**DOI:** 10.1523/ENEURO.0148-22.2022

**Published:** 2022-08-25

**Authors:** Holly DeRosa, Salvatore G. Caradonna, Hieu Tran, Jordan Marrocco, Amanda C. Kentner

**Keywords:** environmental enrichment, maternal brain, microbiome, milk quality, postnatal experience, RNA-sequencing

## Abstract

Breastfeeding confers robust benefits to offspring development in terms of growth, immunity, and neurophysiology. Similarly, improving environmental complexity, i.e., environmental enrichment (EE), contributes developmental advantages to both humans and laboratory animal models. However, the impact of environmental context on maternal care and milk quality has not been thoroughly evaluated, nor are the biological underpinnings of EE on offspring development understood. Here, Sprague Dawley rats were housed and bred in either EE or standard-housed (SD) conditions. EE dams gave birth to a larger number of pups, and litters were standardized and cross-fostered across groups on postnatal day (P)1. Maternal milk samples were then collected on P1 (transitional milk phase) and P10 (mature milk phase) for analysis. While EE dams spent less time nursing, postnatal enrichment exposure was associated with heavier offspring bodyweights. Milk from EE mothers had increased triglyceride levels, a greater microbiome diversity, and a significantly higher abundance of bacterial families related to bodyweight and energy metabolism. These differences reflected comparable transcriptomic changes at the genome-wide level. In addition to changes in lactational quality, we observed elevated levels of cannabinoid receptor 1 in the hypothalamus of EE dams, and sex-dependent and time-dependent effects of EE on offspring social behavior. Together, these results underscore the multidimensional impact of the combined neonatal and maternal environments on offspring development and maternal health. Moreover, they highlight potential deficiencies in the use of “gold standard” laboratory housing in the attempt to design translationally relevant animal models in biomedical research.

## Significance Statement

Maternal care quality is different between environmental enrichment (EE) and standard laboratory housed (SD) dams. SD rat dams spend more time nursing their young. This may result in metabolic differences in milk quality and affect the neurodevelopmental outcomes of offspring, which are different between EE and SD animals. To test this, we evaluated milk and offspring behavior. Milk from EE dams had elevated triglyceride levels and microbiome diversity. EE offspring had heavier body weights and increased social behavior which was lost with cross-fostering into SD housing. These data identify potential deficiencies in the quality of “gold standard” laboratory housing and its impact on the welfare and design of translationally relevant animal models in biomedical research.

## Introduction

The maternal-infant interaction of breastfeeding is a critical component in the neurodevelopment of offspring. Breastmilk promotes increased white and gray matter volume, improved cortical thickness (Isaacs et al., 2010; Luby et al., 2016) and neuromuscular development (Grace et al., 2017). Milk may facilitate development of the central nervous system by influencing genes related to neural growth and maturation (Huff et al., 2020). Additionally, milk microbes can prime infant intestinal tract and gut microbiome development (Sheard and Walker, 1988; Pannaraj et al., 2017). While this evidence implicates milk in physiological development, its role in offspring behavior needs further elucidation.

Breastmilk composition can be modulated by the maternal environment, and several studies revealed the pervasive effects of stress on milk production and quality. For example, mothers exposed to natural disasters often report a reduction or sometimes complete loss of lactation (Adhisivam et al., 2006; DeYoung et al., 2018). Psychosocial stress is also negatively associated with maternal milk fat and energy content (Ziomkiewicz et al., 2021) and mothers who reported higher levels of perceived stress exhibited significantly lower levels of milk immunoglobulin (Ig)A (Groer et al., 2004; Moirasgenti et al., 2019). Likewise, environmental stressors correlate with altered maternal milk quality in laboratory animals. Restraint stress reduced milk protein in lactating mice (Chiba et al., 2019), and other stressors such as social and heat stress negatively affected lactation (Murgatroyd et al., 2015) and milk yield (Haldar and Bade, 1981). Such evidence underscores how the maternal environment may alter the nutritional profile of milk which may have subsequent consequences on progeny development.

The enhancement of environmental complexity, i.e., environmental enrichment (EE), is employed in human populations to promote cognitive plasticity (Baroncelli et al., 2010; Kentner et al., 2019a,b; Tooley et al., 2021). Additionally, EE housing reduces stress and stereotypy and promotes species typical behaviors in the animal laboratory. This enhanced housing condition affects the display of rodent maternal care behaviors (Cancedda et al., 2004; Sale et al., 2004; Welberg et al., 2006; Mann and Gervais, 2011; Connors et al., 2015; Strzelewicz et al., 2019) which are central to the development of effective stress regulation and health of the offspring (Meaney and Szyf, 2005; Meaney, 2010; Buschdorf and Meaney, 2015). Research supports the notion that EE dams are more efficient mothers compared with their standard-housed (SD) counterparts. Indeed, while rats housed in EE spent less time on their nest compared with SD dams, both groups licked and groomed their pups at a similar (Welberg et al., 2006; Connors et al., 2015; Strzelewicz et al., 2019) or even higher frequency (Sale et al., 2004), although these findings are not always consistent (Cancedda et al., 2004; Rosenfeld and Weller, 2012). Additionally, EE dams spend less time in passive nursing postures compared with SD dams and demonstrate higher levels of the more effective active, or high arched back nursing posture (Connors et al., 2015; Strzelewicz et al., 2019). In another study, rat dams housed in cages with a loft that afforded an opportunity to periodically leave their pups also exhibited lower levels of passive nursing (Ratuski and Weary, 2021). This suggests that time away from the pups promotes an efficient maternal care style on returning to the nest. This is congruent with what is typically observed under naturalistic conditions, where wild rat dams will leave their nests for extended periods to forage and defend their territory (Grota and Ader, 1969; Hughes et al., 1978).

Given that SD dams housed in the classic “gold standard” laboratory housing condition spend more time on the nest suggests they may overfeed their offspring. Alternatively, there may be metabolic differences in milk quality where SD offspring require more nourishment, necessitating longer nursing periods. Indeed, dams in cages with reduced opportunities to leave their litters spend more time in a “press posture” position with the ventral surface of their body pressed against the cage, hiding their teats from their pups (Cramer et al., 1990; Gaskill and Pritchett-Corning, 2015). These considerations have important implications for laboratory animal health and stress regulation. Since early life manipulations as modest as experimenter handling exert transgenerational alterations in rodent parenting behavior (Stone and Bales, 2010), understanding how environmental manipulations impact parental input signals, like maternal care and breastfeeding, is imperative to the translational relevance of our animal models. Therefore, in the current study we explored the effects of EE versus SD housing on rodent maternal care, maternal milk quality, and offspring body weight and social behavior outcomes in male and female rats.

## Materials and Methods

### Animals and housing

Sprague Dawley rats (Charles River, Wilmington, MA) were maintained at 20°C on a 12/12 h light/dark cycle (7 A.M. to 7 P.M.) with *ad libitum* access to food and water. Figure 1*A* outlines the experimental procedures followed in this study. Female animals were pair-housed in one of two conditions: EE (91.5 × 64 × 159 cm; Fig. 1*B*), which was a large multi- level cage with ramps and access to toys, tubes, chew bones, and Nestlets (Ancare), or standard laboratory cages (SD; 27 × 48 × 20 cm; Fig. 1*C*). Three enrichment toys (e.g., small plastic balls, climbing ropes and ladders, swings, bell rollers, chew toys, hammocks, additional tubes/tunnels, Lixit Space Pods, cups, and other small animal hideaways) were switched out twice weekly to maintain novelty in the EE condition.

**Figure 1.**
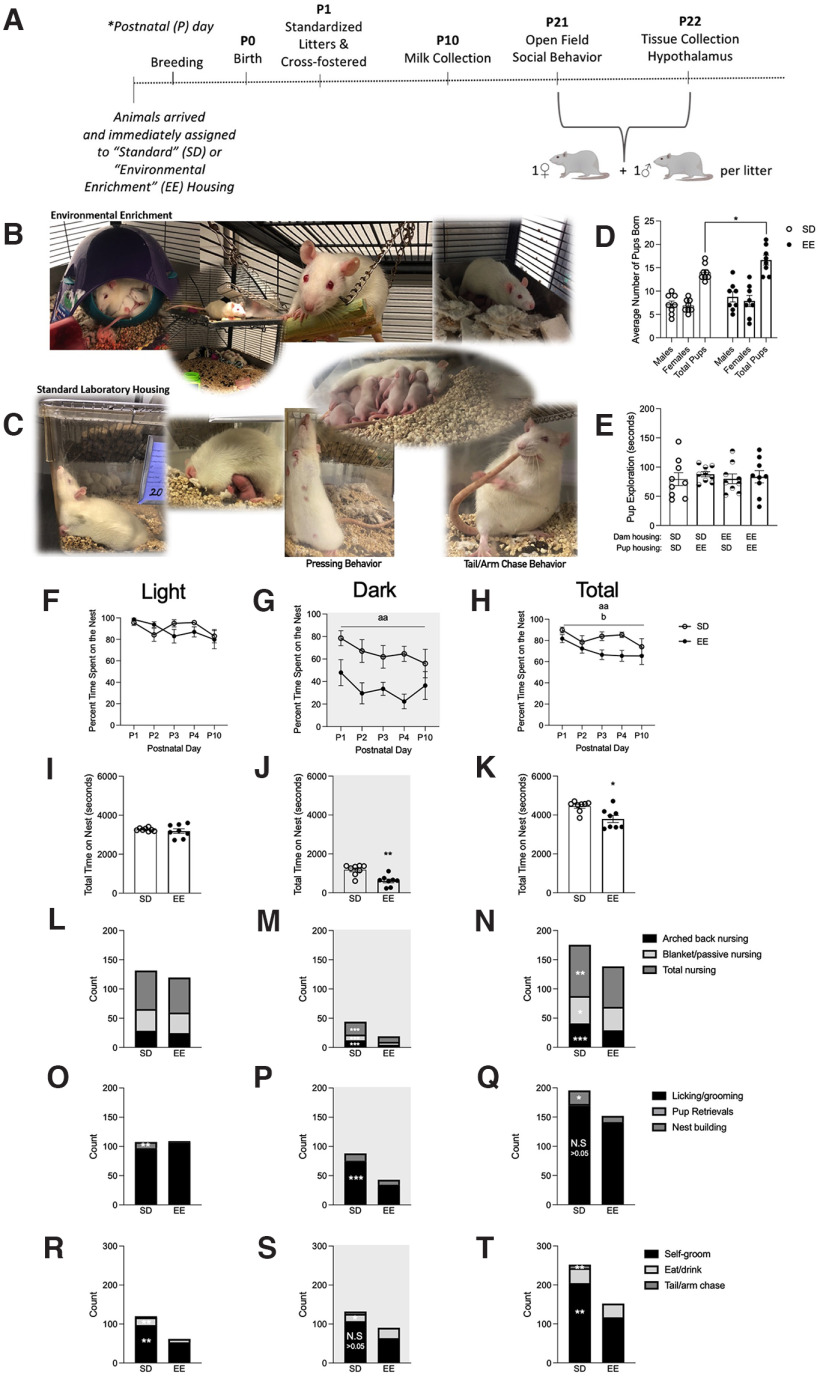
Maternal care behaviors are different between EE and SD Sprague Dawley rat dams. ***A***, Timeline of experimental procedures. ***B***, Representative photographs of EE housing and litters. ***C***, Representative photographs of SD housing and litters. ***D***, Average number of pups born (male, female, and total pups) per SD and EE housing group (*n* = 8). ***E***, Total time (seconds) SD and EE housed dams spent exploring P7 alien pups from different housing conditions (*n* = 9). Percent of time that dams spent on the nest across P1–P4 and P10 in the (***F***) light, (***G***) dark, and (***H***) light + dark periods combined. Total time (seconds) that dams spent on the nest collapsed across P1–P4 and P10 in the (***I***) light, (***J***) dark, and (***K***) light + dark periods combined. Stacked bars depict the frequency of pup directed nursing behaviors (arched back nursing, blanked/passive nursing, total nursing) collapsed across P1–P4 and P10 in the (***L***) light, (***M***) dark, and (***N***) light + dark periods. Stacked bars depict the frequency of other types of pup directed behaviors (licking/grooming, pup retrievals, nest building behaviors) collapsed across P1–P4 and P10 in the (***O***) light, (***P***) dark, and (***Q***) light + dark periods. Stacked bars depict the frequency of maternal self-directed behaviors (self-grooming, eating/drinking, tail/arm chases) collapsed across P1–P4 and P10 in the (***R***) light, (***S***) dark, and (***T***) light + dark periods (*n* = 8). Data are expressed as mean ± SEM; SD: open circles versus EE: closed circles. *p < 0.05, **p < 0.01, ***p < 0.001, SD versus EE; ^aa^*p* < 0.01, main effect of housing; ^b^*p* < 0.05, main effect of postnatal day. See Extended Data Figure 1-1.

10.1523/ENEURO.0148-22.2022.f1-1 Extended Data Figure 1-1 Maternal factors in rats housed in standard laboratory housing (SD) or EE environments. Plasma concentrations of prolactin (ng/ml; ***A***), P10 body weights (***B***), and total number of eating bouts (***C***) from P1 to P4 and P10 during the light and dark phases for dams housed in EE or SD housing. Data are expressed as mean ± SEM; *p < 0.05, main effect of housing (SD vs EE), *n* = 7–8. SD (open circles) or EE (closed circles). Download Figure 1-1, TIF file.

Male rats were paired in SD conditions unless they were breeding, which occurred two weeks after animals were introduced to their housing condition. During breeding, they were housed with two females in either EE housing or in larger SD one-level cages (51 × 41 × 22 cm) with access to a tube, one chew bone and Nestlets (Ancare). Approximately 2 d before parturition, dams in the SD condition were individually housed (27 × 48 × 20 cm; Fig. 1*C*), while a physical divider separated the EE dams within their cage (allowing for auditory, tactile, olfactory, and some visual contact; important components of EE). This separation prevented the mixing of litters. Day of birth was designated as postnatal day (P)0 and litters were standardized to 10 pups (five males and five females) per litter on P1. To dissociate the effects of the prenatal and postnatal housing environments, male and female pups from each litter were cross-fostered, replacing an age-matched and sex-matched pup in the litter they were fostered to. To track the housing of origin, pups were marked on their left or right ear to indicate prenatal SD or EE respectively, resulting in the following study group designations: SD-SD, SD-EE, EE-SD, EE-EE. Offspring were maintained in these respective housing conditions until the end of the study on P22. The MCPHS University Institutional Care and Use Committee approved all procedures described, which were conducted in compliance with the recommendations outlined by the *Guide for the Care and Use of Laboratory Animals* of the National Institutes of Health.

### Maternal care

Maternal behavior observations took place between P1–P4 and again on P10 following the milking procedures (*n* = 8). Sessions occurred three times daily (7:30 A.M., 3 P.M., 8 P.M.), consisting of six observations that were summed together to create a composite score for each dam and observation period for each behavior evaluated. Dams were evaluated for 1 min intervals per observation, with at least 5 min of no observations occurring between each of the 1 min bins. Maternal care observations recorded included the frequency of pup-directed behaviors (i.e., dam licking/grooming pups, active/high crouch nursing, passive/low crouch nursing, pup retrieval), self-directed behaviors (i.e., dam eating/drinking, dam self-grooming, dam chasing her arm/tail), and nest building/digging behavior. Total time the dam spent on her nest (seconds) was also recorded (Connors et al., 2015; Strzelewicz et al., 2019, 2021).

### Milk sample collection

To encourage the accumulation of maternal milk for sample collection, on the mornings of P1 (equivalent to a transitional milk phase) and P10 (mature milk phase), dams were removed from their litter and placed into a clean cage in a separate procedure room for 1 h. Pups remained in their regular holding room and were placed into a smaller clean cage positioned on top of a heating pad, to maintain their body temperature. Litters were weighed immediately before being returned to their dams and again 2 and 24 h later, alongside the inspection of milk bands, to monitor their health.

The milk procedure was adapted from a published procedure (Paul et al., 2015). Immediately following the separation period, dams were lightly anesthetized with isoflurane in O_2_, followed by the administration of 0.2 ml of oxytocin (20 USP/ml, i.p.). Distilled water was used to moisten the teats and milk obtained by gently squeezing its base to manually expel the sample for collection. A microhematocrit tube was used to collect ∼20 μl of sample. The tube was then sealed and placed into a hematocrit spinner and spun for 120 s at 13,700 × *g*. Measurements of the separation of the milk into cream and clear layers were taken to calculate percent (%) creamatocrit using the procedures outlined in Paul et al. (2015). The remaining milk collected (∼500 μl per animal) was transferred to small centrifuge tubes and stored at −80°C until processing. Collection time took ∼10–20 min per animal, and dams were returned to their litter as soon as they awoke from anesthesia. This was appropriate as breastfeeding can resume immediately after isoflurane anesthesia since the pharmacokinetics of the compound indicate it is poorly absorbed by infants (Lee and Rubin, 1993; Drugs and Lactation Database, 2006). With respect to oxytocin, its typical half-life (1–6 min) is reduced even further during lactation and this drug is also unlikely to affect offspring (Par Pharmaceutical, Inc., 2020).

### Milk sample immunoassays

Milk samples (*n* = 8) were placed onto a Mini Tube Rotator (Fisher Scientific catalog #88861051) overnight at 4°C to homogenize before analysis. Following the standard manufacturer’s instructions, commercially available ELISA kits were used to measure lactose content (Sigma-Aldrich catalog #MAK017; diluted 1:500; as outlined by Y. Chen et al., 2017; DeRosa et al., 2022), triglycerides (Abcam, catalog #ab65336; 1:1000 dilution), protein (Pierce BCA Protein Assay kit; catalog #23227; 1:50 dilution), and IgA (Bethyl Laboratories, catalog #E111-102; diluted to 1:1000) levels in milk. To measure corticosterone, the small sample assay protocol (#ADI-900-097, Enzo Life Sciences) was followed, as recommended by the manufacturer, using a 1:40 dilution (DeRosa et al., 2022). We opted to only evaluate P10 milk samples on these measures because litters were appropriately standardized in size for this time point.

### Microbiome sequencing of milk samples

Another subset of P10 milk samples underwent microbiome community analysis (*n* = 6). Milk DNA was first extracted using the ZymoBIOMICS −96 MagBead DNA kit (Zymo Research). The *Quick*-16S NGS Library Prep kit (Zymo Research) was used for bacterial 16S ribosomal RNA-targeted sequencing and custom 16S primers were used to amplify the V3–V4 region (Zymo Research). Real-time PCR was then used to prepare the sequencing library and final qPCR fluorescence readings were pooled together according to equal molarity and the final pooled library was cleaned using the Select-a-Size DNA Clean & Concentrator (Zymo Research), and quantified with TapeStation (Agilent Technologies) and Qubit (ThermoFisher Scientific). Illumina MiSeq with a v3 reagent kit (600 cycles) was used along with a 10% PhiX spike-in to sequence the final library. Unique amplicon sequences, as well as possible sequencing errors and chimeric sequences, were inferred from raw reads using the DADA2 pipeline (Callahan et al., 2016). Uclust from Qiime (v.1.9.1) was used to determine taxonomy assignment and referenced with the Zymo Research Database (Zymo Research).

### RNA-sequencing (RNA-seq) of milk samples

The fat layer of breastmilk is known to contain epithelial RNA (Lemay et al., 2013; Alsaweed et al., 2015). To investigate maternal milk at the genome-wide level, total RNA (*n* = 4–5 per housing group) was isolated from the milk fat layer from a subset of P10 milk samples using a previously published procedure (Y. Chen et al., 2017; DeRosa et al., 2022). Milk was centrifuged for 5 min at 1000 × *g* (4°C) and the fat layer isolated. Milk fat was then mixed with an equal volume of PBS by centrifuging at 3000 rpm (5 min in 4°C), cleaning the fat of debris. The miRNeasy Mini kit (QIAGEN, catalog #217004) was used to isolate total RNA following the manufacturer’s directions. A NanoDrop 2000 spectrophotometer (ThermoFisher Scientific) was used to quantify isolated RNA samples, which were then stored at −80°C. For RNA-seq, the quality of the RNA was determined using Bioanalyzer (Agilent Technologies). The cDNA library was compiled using the TruSeq Stranded mRNA kit (Illumina), and processed through Tapestation to determine fragment size and DNA concentration. The library was then sequenced on an Illumina NovaSeq 6000 to obtain single-end 100-bp reads. Samples were read at a sequencing depth of ∼50 million reads. These reads were then aligned to the rn6 genome using the BSgenome.Rnorvegicus.UCSC.rn6 R/Bioconductor package (version 1.4.1). Differentially expressed genes, using a *p* < 0.05, Benjamini–Hochberg false discovery rate (FDR) corrected, and fold change (FC) > 1.3, were identified using DESeq2 package (Love et al., 2016). Heatmaps were generated using the *z* score of rlog-normalized counts and were plotted with the MultiExperiment Viewer (National Library of Medicine). Gene ontology from genes with *p* < 0.05 or FDR adjusted *p* < 0.05 with a FC > 1.3 was generated using the Database for Annotation, Visualization and Integrated Discovery functional annotation cluster tool (https://david.ncifcrf.gov/). RNA-seq data have been deposited to GEO (GSE200249).

### Open field and social preference tests

During the light phase on P21, one male and one female offspring per litter from each prenatal versus postnatal housing condition was habituated to an open field arena for 3 min (40 × 40 × 28 cm; Duque-Wilckens et al., 2020; Williams et al., 2020; *n* = 7–8). Behavior was recorded and videos scored using an automated behavioral monitoring software program (Cleversys TopScan) to determine total distance traveled (cm) and percent of time spent in the center of the arena. All equipment was thoroughly cleaned with Quatriside TB between each animal and test. Immediately after the open field habituation period, animals were evaluated in a 5-min social preference test. Using the manual behavioral monitoring program ODLog 2.0 (https://www.macropodsoftware.com/odlog/), animals were evaluated on their choice to visit a novel inanimate object or a novel same sex and age conspecific, each enclosed within a small wire cup on opposite ends of the arena (Crawley, 2007). Placement of novel rats and objects were interchanged between trials and experimental groups counterbalanced between tests. Animals were recorded as actively investigating when their nose was directed within 2 cm of a containment cup, or it was touching the cup. Percent time in contact with either the novel rat or object was calculated by the formula ([total time with target cup (rat or object)/300 s] × 100). Latency (seconds) to approach the novel rat was also recorded (Strzelewicz et al., 2019).

In a separate group of rat dams (*n* = 9), a pup preference test was run using a similar protocol. The purpose of this test was to determine whether dams had a social preference for either SD or EE housed P7 pups, which may have impacted maternal care and later offspring social behavior (Champagne and Curley, 2009; Cromwell, 2011). Dams were assessed on the amount of time they spent exploring alien SD versus alien EE housed pups. One male and one female pup from each housing condition were placed into wire cups situated on opposite sides of an open field arena. The total duration (seconds) that SD and EE dams spent with each housing group across a 10-min period was reported.

### Western blotting

On the morning of P22, a mixture of ketamine/xylazine (150 mg/kg, i.p./50 mg/kg, i.p.) was used to anesthetize dams and their litters. Maternal blood was collected in EDTA coated tubes following a cardiac puncture and spun at 1000 × *g* for 10 min to obtain plasma. Levels of prolactin were determined in undiluted plasma samples using an ELISA (Abcam, catalog #ab272780). Whole hypothalamus was dissected from offspring and dams, frozen on dry ice, and stored at −80°C for future processing. Hypothalamic tissue was later homogenized and the amount of protein in each sample was determined using the BCA assay (Pierce BCA Protein Assay kit; catalog #23227). Protein was mixed with 2× Laemmli sample buffer (Bio Rad Laboratories catalog #1610737) and denatured at 100°C for 5 min. A total of 20 μg of protein was loaded into each well of Mini-Protean gels (Bio-Rad Laboratories, catalog #4568101) and transferred onto nitrocellulose membranes (Bio-Rad Laboratories, catalog #1620147). Membranes were then incubated in a 5% nonfat milk with TBS + 0.05% Tween 20 (TBST) blocking solution for 1 h at room temperature. Following this, they were washed with TBST and incubated in a 1:1000 dilution of CB1 receptor antibody (Abcam catalog #ab259323) in TBS solution overnight at 4°C. The next morning, membranes were washed and incubated in a horseradish peroxidase-conjugated secondary antibody (1:1000, Abcam, catalog #ab131366), made in 1% nonfat milk with TBS, for 1 h at room temperature. Membranes were then washed and immersed in a chemiluminescent substrate (ThermoFisher Scientific, catalog #34580) for 5 min before being scanned with a LI-COR C-DiGit Scanner (model #3600). After imaging, membranes were stripped (ThermoFisher Scientific, catalog #21062) for 15 min at 37°C, followed by blocking in 5% nonfat milk with TBST for 1 h at room temperature. After washing, the membranes were incubated in β-actin (1:1000, ThermoFisher Scientific, catalog #MA515739) for 1 h and imaged again. Densitometry was used to obtain a ratio of CB1/β-actin to quantify protein differences between housing groups.

### Statistical analyses

Statistics were performed using the software package Statistical Software for the Social Sciences (SPSS) version 26.0 (IBM) or GraphPad Prism (version 9.0). The dataset was not powered to evaluate sex-differences so male and female animals were evaluated separately (Ordoñes Sanchez et al., 2021). Two-way repeated measure ANOVAs (housing × time) were used to compare P1 and P10 milk levels of creamatocrit, which is linearly related to the fat concentration and energy content of milk (Lucas et al., 1978; Paul et al., 2015). This statistical analysis was also used to compare the percent of time the dam spent on the nest (P1–P4, P10) across the light and dark phases of the circadian cycle.

A paired samples *t* test was used to evaluate maternal preferences for P7 SD and EE housed pups. One-way ANOVAs were used to evaluate other measures of maternal care and milk composition (e.g., ELISA data) as a function of housing condition. In rare cases of violations to the assumption of normality (Shapiro–Wilk test), Kruskal–Wallis tests were employed (expressed as *Χ^2^*). Offspring behavior was assessed using 2 × 2 (prenatal treatment × postnatal treatment) ANOVAs and LSD *post hoc*s were applied except where there were fewer than three levels, in which case pairwise *t* tests and Levene’s (applied in the occurrence of unequal variances) were used alongside Bonferroni α adjustments. Pearson correlations were analyzed between measures of maternal milk quality and offspring behavior.

Data are graphically expressed as mean ± SEM. The *n_p_*^2^ is also reported as an index of effect size for the ANOVAs (the range of values being 0.02 = small effect, 0.13 = moderate effect, 0.26 = large effect; Miles and Shevlin, 2001).

For the microbiome analyses, composition visualization, α-diversity, and β-diversity analyses were performed with Qiime (v.1.9.1) and statistical comparisons were performed using Kruskal–Wallis tests (Caporaso et al., 2010). To determine taxa that were significantly different between groups, linear discriminant analysis effect size (LEfSe; http://huttenhower.sph.harvard.edu/lefse/) was employed as previously described (Segata et al., 2011; Schellekens et al., 2021). In short, LEfSe creates a model that identifies taxa that are most likely to explain differences between groups through the use of a series of nonparametric tests (Segata et al., 2011).

DESeq2 was used to determine differentially expressed genes based on *p* < 0.05 or FDR adjusted *p* < 0.05, with a FC threshold of 1.3 for RNA-seq.

### Data availability

RNA-seq data have been deposited to GEO (GSE200249). DEGs are included in Extended Data Figures 3-1 and 4-1. All other data are available on request.

### Code availability

There is no code associated with this work.

## Results

### Maternal housing condition affects maternal care

One-way ANOVA showed that EE dams gave birth to larger litters than their SD housed counterparts (SD: 14.0 ± 0.60 vs EE: 16.63 ± 1.05; *F*_(1,14)_ = 4.173, *p* = 0.048, *n_p_*^2^ = 0.252; Fig. 1*D*); all litters were standardized to 10 pups on P1. On P7, a social preference test showed that EE and SD dams investigated all pups to the same extent, regardless of the pups housing origin (*t*_(17)_ = 0.808, *p* = 0.430; Fig. 1*E*).

A repeated measures ANOVA suggested that the percent of time dams spent on the nest did not change as a function of postnatal day across the light and dark periods (*p* > 0.05; Fig. 1*F*,*G*). However, when these two observation periods were collapsed together a significant main effect of postnatal day emerged (*F*_(4,56)_ = 2.74, *p* = 0.037, *n_p_*^2^ = 0.164; Fig. 1*H*) with a greater percentage of time being spent on the nest on P4 (*p* = 0.001), an effect driven by the SD group. Indeed, both the dark and the total light + dark periods combined revealed a significant main effect of housing condition in that SD dams spent a greater percentage of time on the maternal nest than EE dams [dark: *F*_(1,14)_ = 16.987, *p* = 0.001, *n_p_*^2^ = 0.548 (Fig. 1*G*); total light + dark: *F*_(1,14)_ = 9.839, *p* = 0.007, *n_p_*^2^ = 0.830 (Fig. 1*H*)]. This general pattern persisted when the total time (in seconds) dams spent on the nest was summed into a composite score across the postnatal observation days. Again, SD dams were shown to spend more time on the nest than EE mothers [light: *p* > 0.05 (Fig. 1*I*); dark: *Χ^2^*(1) = 7.456, *p* = 0.006 (Fig. 1*J*); total light + dark: *Χ^2^*(1) = 4.864, *p* = 0.027 (Fig. 1*K*)].

The number of maternal nursing postures did not differ as a function of housing in the light phase (*p* > 0.05; Fig. 1*L*). However, the number of total nursing postures observed were significantly lower in EE dams during the dark phase (high arched back: *F*_(1,14)_ = 24.462, *p* = 0.001, *n_p_*^2^ = 0.636; passive/blanket: *X*^2^(1) = 4.498, *p* = 0.034; total nursing: *F*_(1,14)_ = 17.996, *p* = 0.001, *n_p_*^2^ = 0.562; Fig. 1*M*) and in the total combined light + dark phases (high arched back: *F*_(1,14)_ = 10.772, *p* = 0.005, *n_p_*^2^ = 0.435; passive/blanket: *F*_(1,14)_ = 5.296, *p* = 0.037, *n_p_*^2^ = 0.274; total nursing: *X*^2^(1) = 9.289, *p* = 0.002; Fig. 1*N*).

Maternal nest building bouts were significantly increased in SD dams during the light phase (*Χ^2^*(1) = 7.323, *p* = 0.007; Fig. 1*O*). SD dams also licked/groomed their pups more frequently in the dark phase (*F*_(1,14)_ = 22.257, *p* = 0.001, *n_p_*^2^ = 0.614; Fig. 1*P*). However, the total amount of licking and grooming that EE and SD pups received across the total light + dark phases did not differ (*p* > 0.05; Fig. 1*Q*), while increased nest building was sustained in SD dams (*X*^2^(1) = 5.370, *p* = 0.020; Fig. 1*Q*).

During the light phase, maternal self-directed grooming and eating/drinking behaviors were elevated in SD dams (maternal self-grooming: *F*_(1,14)_ = 6.077, *p* = 0.027, *n_p_*^2^ = 0.303; eating/drinking: *F*_(1,14)_ = 4.833, *p* = 0.045, *n_p_*^2^ = 0.257; Fig. 1*R*). SD dams also displayed a higher number of repetitive tail/arm chase behaviors (see Fig. 1*C* for photograph) across the nychthemeron [light: *X*^2^(1) = 6.536, *p* = 0.011; dark: *X*^2^(1) = 6.303, *p* = 0.012 (Fig. 1*S*); total light + dark: *X*^2^(1) = 6.792, *p* = 0.009 (Fig. 1T)] and higher self-grooming levels when the light + dark periods were combined (*F*_(1,14)_ = 9.914, *p* = 0.007, *n_p_*^2^ = 0.415; Fig. 1*T*).

### EE increases lactation quality in terms of the expression of prolactin and triglycerides

Given that SD dams spent significantly more time on the nest feeding their litters than EE dams, and that EE dams had higher plasma concentrations of the breastmilk-producing hormone prolactin (*F*_(1,13)_ = 5.69, *p* = 0.034, *n_p_*^2^ = 0.322; Extended Data Fig. 1-1*A*), we evaluated whether there were differences in milk quality between the two housing conditions (see Fig. 2*A* for photograph of milk collection procedure). There was a main effect of postnatal day for % creamatocrit, which is directly proportional to the fat concentration and energy content of milk (Lucas et al., 1978; Paul et al., 2015). These proportionally related measures decreased in both housing groups between P1 and P10 (*F*_(1,14)_ = 23.607, *p* = 0.001, *n_p_*^2^ = 0.001; Fig. 2*B–D*). The ratio of different milk contents changes over the course of lactation in rats, and fat in particular decreases with time (Keen et al., 1981). There were no significant housing effects in the concentration of protein, lactose, corticosterone, or IgA in P10 milk (*p* > 0.05; Fig. 2*E–H*). However, triglyceride levels were significantly higher in the milk of EE compared with SD housed dams (*F*_(1,14)_ = 9.314, *p* = 0.009, *n_p_*^2^ = 0.400; Fig. 2*I*).

**Figure 2.**
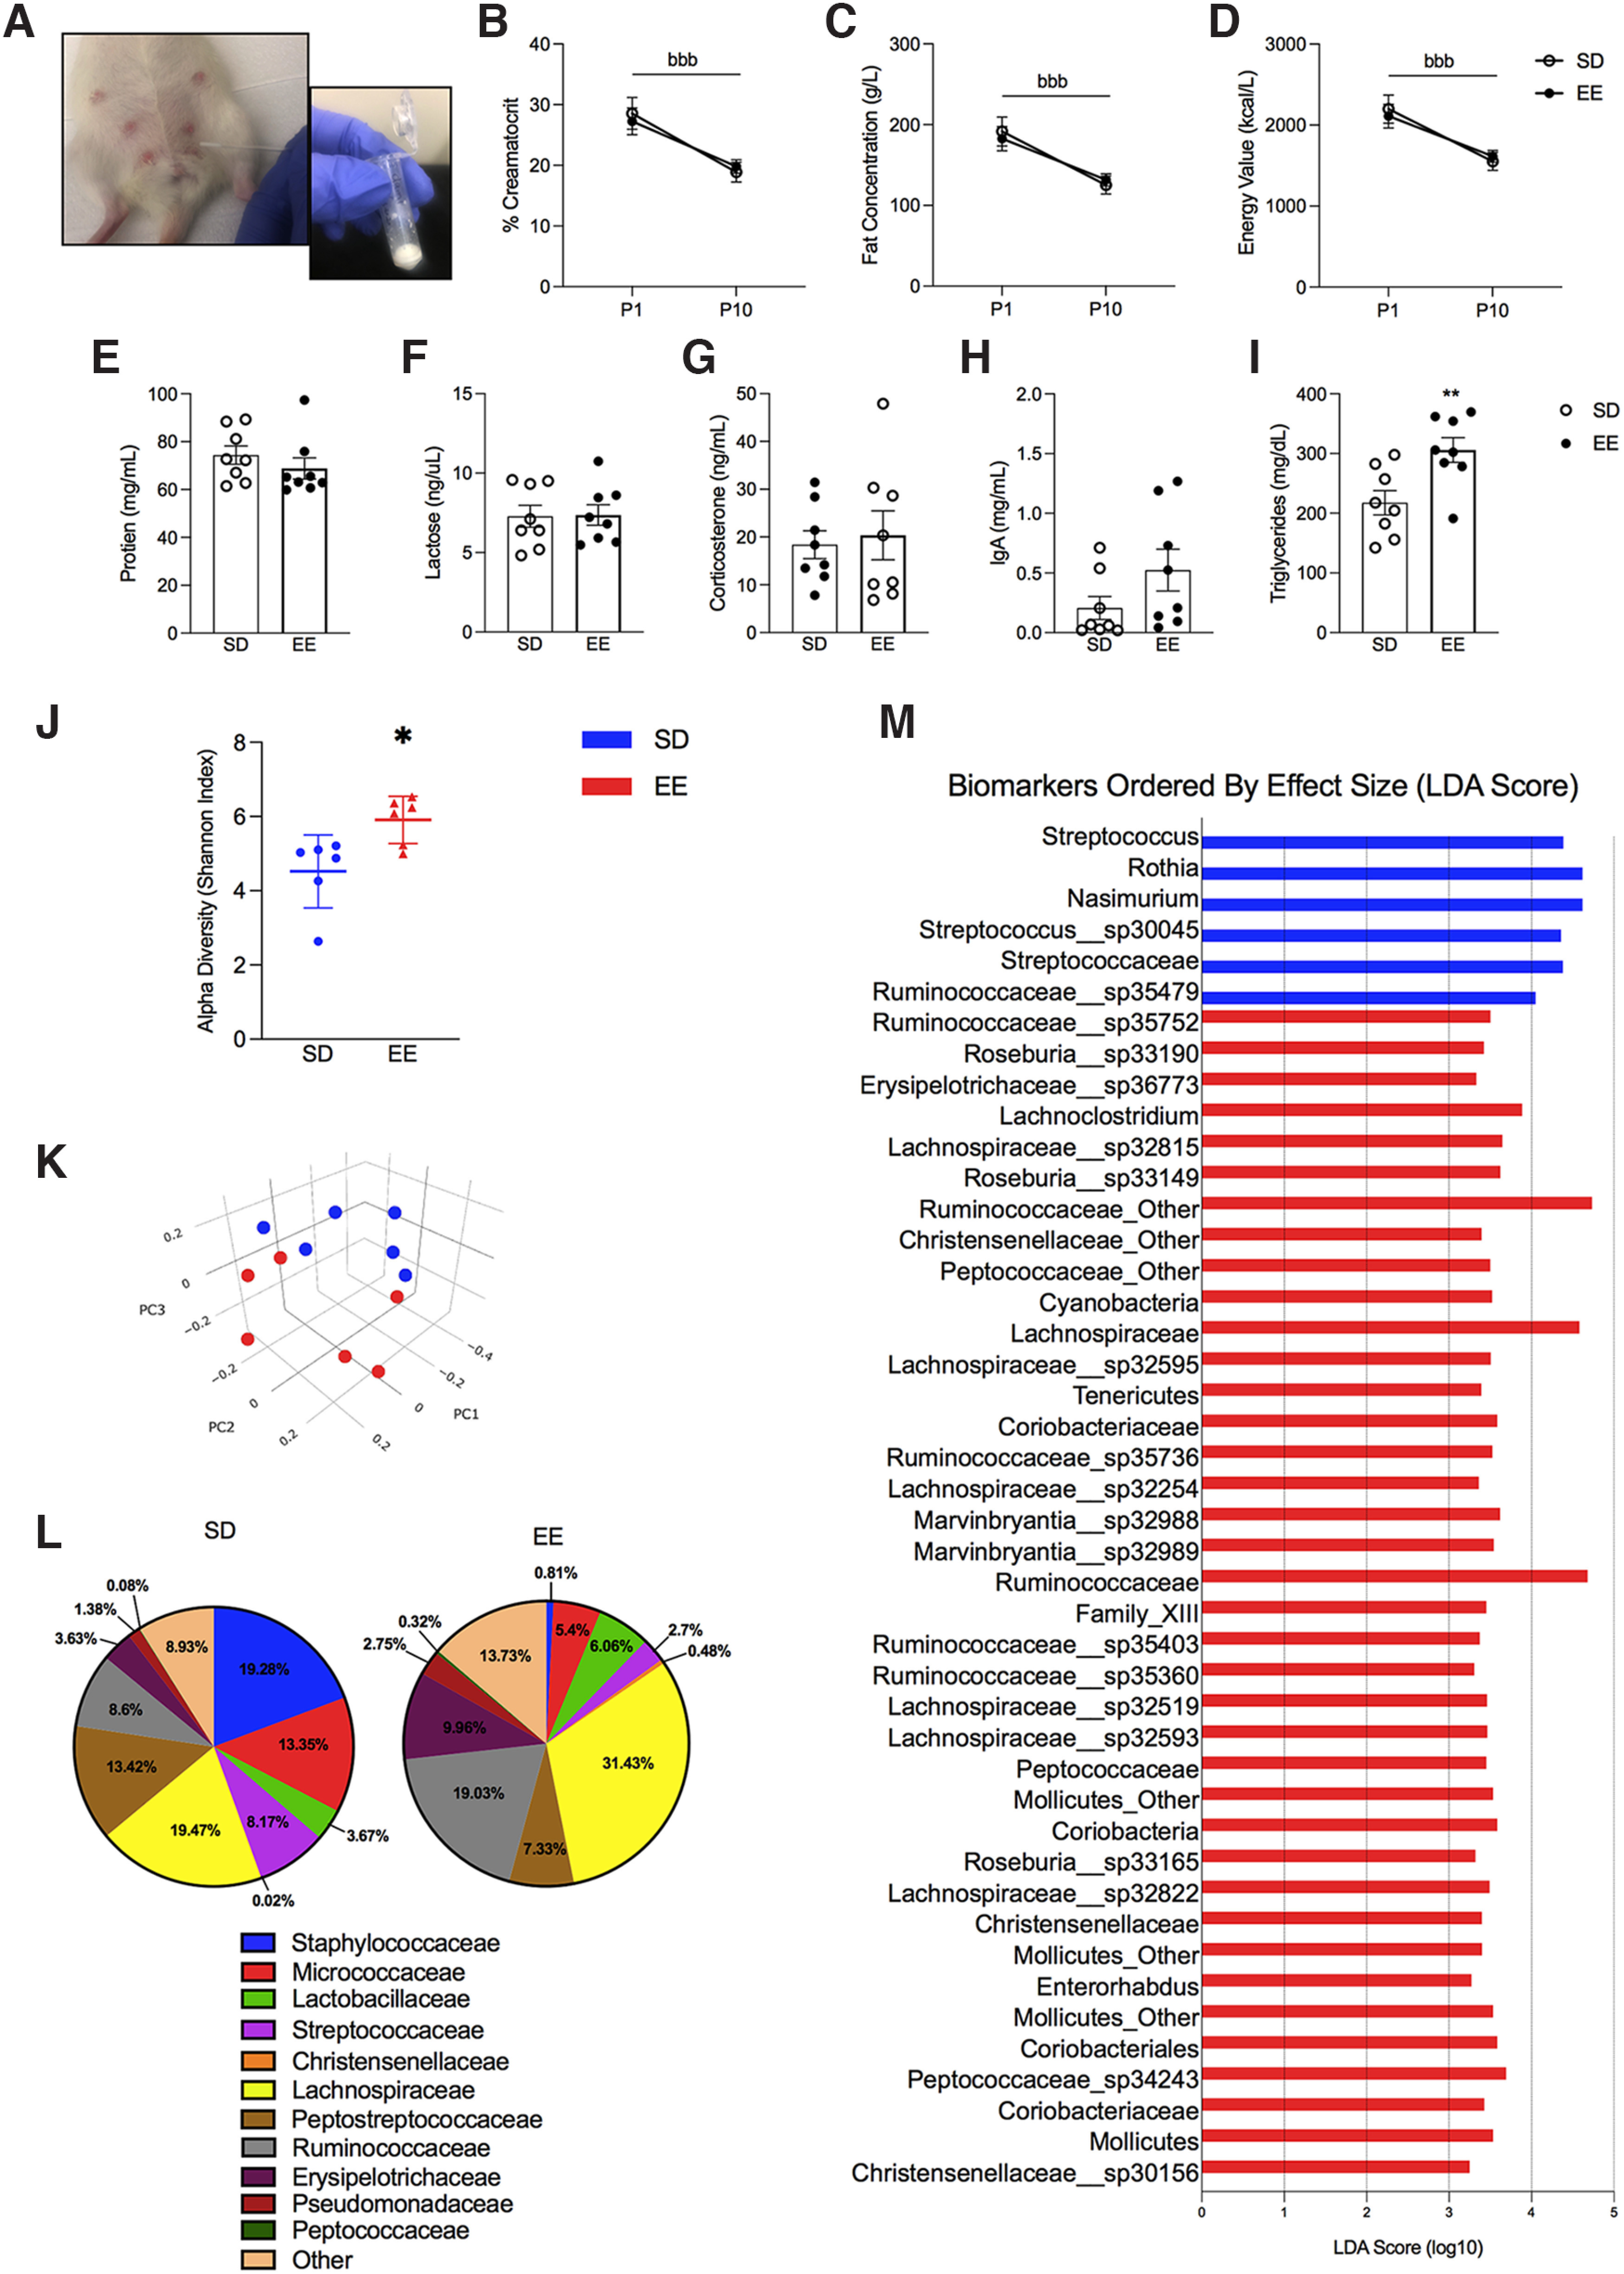
Nutritional profile of milk and microbiome community distribution in EE and SD Sprague Dawley rat dams. ***A***, Photograph depictions of maternal milk collection. Maternal milk concentrations (*n* = 8) of (***B***) % creamatocrit, (***C***) fat (g/l), (***D***) energy value (kcal/l), (***E***) protein (mg/ml), (***F***) lactose (ng/μl), (***G***) corticosterone (ng/ml), (***H***) IgA (mg/ml), and (***I***) triglycerides (mg/dl). Microbiome sequencing (*n* = 6) is demonstrated with (***J***) α diversity along the Shannon index and (***K***) β diversity using principle coordinate analysis (PCoA). This plot was created using the matrix of pair-wise distance between samples determined by Bray–Curtis dissimilarity using unique amplicon sequencing variants. Each dot represents an individual microbial profile. Samples that are closer together are more similar, while samples that are dissimilar are plotted further away from one another. ***L***, Microbial composition of taxonomy in maternal milk at the family level for SD and EE-housed dams. ***M***, Microbiome biomarkers plot. Taxa identified as significantly more abundant in the milk of the housing group where a bar appears; SD mothers (blue bars) and EE mothers (red bars). Significance was determined by LEfSe analysis, which identified taxa with distributions that were statistically significant (*p* < 0.05) and where the effect size (LDA score) was >2. Data are expressed as mean ± SEM; SD: open circles versus EE: closed circles. *p < 0.05; **p < 0.01, SD versus EE; ^bbb^*p* < 0.001, main effect of postnatal day. See Extended Data Figure 2-1.

10.1523/ENEURO.0148-22.2022.f2-1 Extended Data Figure 2-1 Cladogram of milk biomarkers associated with standard laboratory housing (SD) or EE environments (determined by LEfSe). Diameter of the nodes indicates relative abundance of taxa for SD (green) and EE (red) samples. Placement indicates the classification of taxa, where nodes decrease in rank the closer to the center of the diagram. Download Figure 2-1, TIF file.

### EE increases the microbiome diversity of maternal milk which has a higher abundance of bacterial families related to body weight and energy metabolism

Housing condition also contributed to significant differences in the composition of the milk microbiome (Fig. 2*J–M*). EE milk contained greater species diversity compared with SD milk, as indicated by α diversity along the Shannon index (*X*^2^(1) = 5.77, *p* = 0.016; Fig. 2*J*) and Bray–Curtis dissimilarity measurement of β diversity (*R* = 0.2944, *p* = 0.02; Fig. 2*K*). Please see Extended Data Figures 2-1 and 3-1 for the Cladogram of milk biomarkers and taxonomy heatmap respectively. Overall, LEfSe analysis revealed 44 discriminative taxa between our housing groups, 38 of which were more highly expressed in the milk of EE dams. Specifically, milk from EE dams demonstrated a significantly greater abundance of the phylum *Tenericutes* (LDA effect size = 3.39, *p* = 0.03; Fig. 2*J*). Additionally, *Christensenellaceae* (LDA effect size = 3.39; *p* = 0.007), *Peptococcaceae* (LDA effect size = 3.499; *p* = 0.02), *Coriobacteriaceae* (LDA effect size = 3.59; *p* = 0.006), *Lachnospiraceae* (LDA effect size = 3.32; *p* = 0.007), *Ruminococcaceae* (LDA effect size = 4.73; *p* = 0.02), and *Erysipelotrichaceae* (LDA effect size = 3.33; *p* = 0.02) were higher at the family level (Fig. 2*L*,*M*) in EE mothers. Milk from SD dams had greater levels of *Streptococcaceae* (LDA effect size = 4.38; *p* = 0.02; Fig. 2*L*,*M*).

### RNA-seq identified several maternal milk transcriptomic pathways that were differently affected by housing condition

The milk fat layer of breastmilk is a reservoir of epithelial RNA that has only recently begun to be understood using next-generation sequencing (Lemay et al., 2013; Alsaweed et al., 2015). Further, milk fat-derived mRNA contains genes that are involved with neurodevelopment and these genes may be differentially regulated by the maternal environment (Y. Chen et al., 2017). Together, this warrants the broader investigation of maternal milk at the genome-wide level. Based on our identified immunoassay targets and microbiome evaluations, we broadened our analyses to the whole genome context by evaluating transcriptomic profiles of SD and EE milk samples which were characterized using RNA-seq. 

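RNA of the milk fat layer collected on P10 was sequenced from 5 SD and 5 EE libraries. Fat globules leave the mammary epithelial cell wrapped in its membrane and carry some of its cytoplasm, so their mRNA is largely that of the secretory epithelium. Transcripts of the 5 casein genes (Csn1s1, Csn1s2a, Csn1s2b, Csn2 and Csn3), which encode the main milk proteins, made up 59.0% ± 1.97 (SD, n = 4) of all normalized counts in SD libraries without SD replicate 4. The share was 59.3% ± 1.82 (SD, n = 5) over all SD libraries, with 60.4% in SD replicate 4, and 50.9% ± 8.39 (SD, n = 5) in EE libraries. The lowest shares were 40.4% in EE replicate 5 and 44.2% in EE replicate 3. EE minus SD was -8.12 percentage points without SD replicate 4 (two-sided exact permutation test, p = 0.127, adjusted p = 0.339 over 16 comparisons of library measures) and -8.39 points over all libraries (p = 0.0556, adjusted p = 0.178, same exact test). The first principal component of the 500 most variable genes held 26.8% of the variance and did not separate the housing groups (exact permutation test, p = 0.889 over all libraries and p = 0.683 without SD replicate 4).

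**Figure D1:**
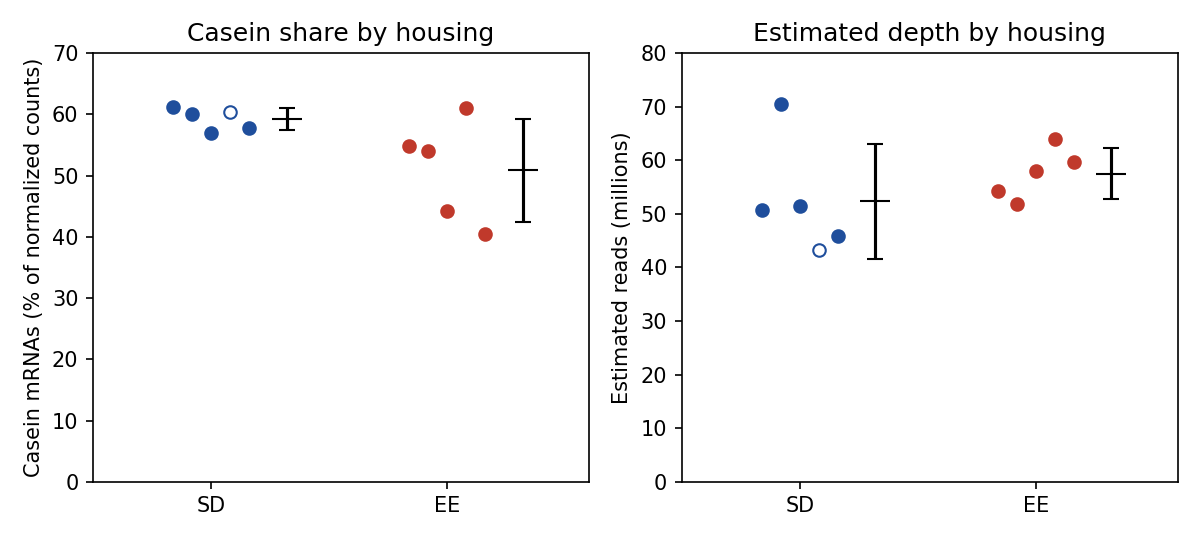
Casein mRNAs as a percentage of all normalized counts (left) and estimated reads (right), 1 point per library, in SD (blue) and EE (red) milk, with SD replicate 4 as an open circle and the mean ± SD of the 5 libraries of each group as a bar. SD libraries lie between 57.0% and 61.2% casein mRNA, and EE libraries between 40.4% and 61.0%.

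The authors made stranded mRNA libraries, aligned single-end reads to the rat genome build rn6 and compared the housing groups with DESeq2. The authors deposited 1 log2 value per gene and library for 16748 genes, under the name of a regularized log transformation. Their lowest value was shared by all libraries for genes without reads, as a variance-stabilizing transformation gives, and its closed form was inverted to return normalized counts. The means of these counts over the 9 libraries without SD replicate 4 differed from the mean counts in the authors' deposited table of 1354 genes by an SD of 0.022 (log2). That SD was 0.0807 over all 10 libraries and 0.0973 to 0.164 when any other library was left out, so the authors' comparison was made without SD replicate 4. The paper gives n = 4-5 per housing group and no reason for leaving this library out. Values are given first over the 9 libraries of the authors' comparison and then over all 10.
Low normalized counts were whole multiples of 1 step per library for 89.5% to 98.1% of values below 10 reads, within 0.1 of a read, which gives the depth of each library. The estimates were 45783103 to 70437207 reads in the other SD libraries, 43247611 in SD replicate 4 and 51780234 to 63925646 in EE libraries. The values used here are normalized by the authors, so depth sets only the precision of genes with few reads. EE was compared with SD on the deposited log2 values by limma over 12955 genes without SD replicate 4 and 12992 genes with it, leaving out genes with 1 value in all libraries. The transformation pulls differences of genes with few counts toward 0. Gene lists were compared with all other genes by limma's camera test. Few genes are as abundant as the caseins, for which limma's variance trend gives a high standard error (1.29 for Csn1s1 without SD replicate 4), so single genes were also compared by a two-sided exact permutation test. The smallest p this test can give is 0.00794. The sources used here do not say whether each library came from a different dam, so p-values measure the spread between these libraries. In the paper females were kept in pairs, and shortly before birth SD dams went to single cages while EE dams stayed in a divided cage. The labels do not give the cage. Libraries of cage-mates would not be independent, and the tests could not allow for this.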

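Akap9, which encodes an A-kinase anchoring protein of the Golgi and centrosome, was lower in EE milk, at 1038 ± 129 normalized counts (SD, n = 5) against 1982 ± 98.8 in SD milk (SD, n = 4). Its log2 difference over the 9 libraries of the authors' comparison was -0.89 (SE 0.097, adjusted p = 0.0255 from limma). SD replicate 4 had 1083 counts of Akap9, inside the range of the EE libraries, and over all 10 libraries the log2 difference was -0.72 (SE 0.16, adjusted p = 0.506 from limma). No other gene passed an adjusted p of 0.05 over the 9 libraries, and none passed over all 10, where 435 genes were higher and 526 lower in EE at an unadjusted p under 0.05 from limma. At an unadjusted p under 0.05 and a fold change over 1.3, 197 genes were higher and 397 lower in EE over the 9 libraries, and 133 were higher and 332 lower over all 10.
The genes with the smallest p in each direction over all 10 libraries did not pass the adjusted threshold. Among them, Angptl1, a secreted angiopoietin-like protein, had 521 ± 214 normalized counts in EE milk (SD, n = 5), 1356 ± 336 in SD milk without SD replicate 4 (SD, n = 4) and 1298 ± 319 with it (SD, n = 5). The log2 difference of Angptl1 was -1.31 (SE 0.27) over the 9 libraries and -1.25 (SE 0.25) over all 10. Alcam, a cell adhesion molecule, had a log2 difference of -0.82 and then -0.80, and Ccng2, a cyclin of cells that leave the cell cycle, of -0.75 and then -0.71. Mcf2l, a guanine nucleotide exchange factor with a mean of 0.495 counts in EE and of 12.0 and then 12.9 in SD milk, had a log2 difference of -0.62 and then -0.65, and after quantile normalization of all 10 libraries it passed at -0.72 (adjusted p = 0.0326 from limma). Actb, the cytoskeletal actin, whose processed pseudogenes may share its reads, had 36661 ± 2607 counts in EE milk (SD, n = 5) and 26050 ± 3675 in SD milk (SD, n = 4), 25632 ± 3317 with SD replicate 4 (SD, n = 5). This gave a log2 difference of 0.50 (SE 0.11) and then 0.52 (SE 0.11). Fam185a differed by 0.59 and then 0.62, Rab3il1, an exchange factor for secretory Rab proteins, by 1.03 in both sets, and Rab27b, a Rab protein of secretory vesicles with a mean of 7.05 counts in EE and of 0.491 and then 0.393 in SD milk, by 0.49 and then 0.50. All 8 genes had adjusted p between 0.229 and 0.282 over the 9 libraries and between 0.417 and 0.506 over all 10 from limma.
The authors' deposited table, made with DESeq2, holds 266 higher and 490 lower genes at the thresholds of its larger list, and 48 higher and 62 lower genes at those of the smaller. All 1354 genes of that table had the same sign over the 9 libraries, and 1352 had it over all 10. Of the 756 genes of the larger list, 666 had an unadjusted p under 0.05 here over the 9 libraries and 470 over all 10, and of the 110 genes of the smaller list 110 and 95 did. The authors' table was made from the 9 libraries, so over these this compares the processing only, and over all 10 the libraries differ as well. The share of higher genes depended on the scaling, from 28.6% over all 10 libraries to 45.9% after quantile normalization (209 higher and 246 lower) and 40.3% after median centring (191 higher and 283 lower), and from 33.2% to 43.9% over the 9 libraries after quantile normalization (250 higher and 319 lower).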

A total of 756 genes were differently expressed (*p* < 0.05, FC > 1.3) between housing conditions with 110 genes meeting the significant threshold *p*adj < 0.05 (Fig. 3*A*; Extended Data Fig. 3-2). First, we targeted the ontology analysis toward genes that contribute to maternal milk nutrition (Strucken et al., 2015). 

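Gpat4, the enzyme that starts glycerolipid synthesis in the endoplasmic reticulum (gene ID 290843), had 12350 ± 3015 normalized counts in EE milk (SD, n = 5) and 18990 ± 649 in SD milk without SD replicate 4 (SD, n = 4). With SD replicate 4, at 15840 counts, the SD mean was 18361 ± 1515 (SD, n = 5). Its log2 difference was -0.65 (SE 0.16) over the 9 libraries and -0.60 (SE 0.16) over all 10 (exact permutation test, p = 0.0159 for both). Slc27a4, a fatty acid transport protein (gene ID 311839), had 844 ± 232 counts in EE milk (SD, n = 5) and 1154 ± 123 in SD milk (SD, n = 4), or 1136 ± 114 (SD, n = 5) with SD replicate 4 at 1064 counts. This was a log2 difference of -0.45 (SE 0.17, exact p = 0.0714) and then of -0.43 (SE 0.16, exact p = 0.0476).
Ghr, the growth hormone receptor (gene ID 25235), had 394 ± 99.7 counts in EE milk (SD, n = 5) and 550 ± 70.3 in SD milk (SD, n = 4). SD replicate 4 had 331 counts, below the mean of EE milk, which brought the SD mean to 506 ± 115 (SD, n = 5). The log2 difference of Ghr was -0.43 (SE 0.17, exact p = 0.0397) over the 9 libraries and -0.31 (SE 0.19, exact p = 0.151) over all 10. Igf1, the growth factor made under growth hormone (gene ID 24482), had few reads, with 40.7 ± 6.95 counts in EE milk (SD, n = 5) and 65.0 ± 25.8 in SD milk (SD, n = 4). SD replicate 4 had the highest count of Igf1, 194, and with it the SD mean was 90.7 ± 61.7 (SD, n = 5). The log2 difference of Igf1 was -0.30 (SE 0.15, exact p = 0.0476) without this library and -0.50 (SE 0.22, exact p = 0.0317) with it.
Csn1s2b, a casein gene (gene ID 286759) whose paralog Csn1s2a may share its reads, had 640910 ± 350500 counts in EE milk (SD, n = 5) and 1132100 ± 167800 in SD milk (SD, n = 4). The SD mean was 1071600 ± 198500 (SD, n = 5) with SD replicate 4, which had 829500 counts. Its log2 difference was -0.97 (SE 0.41, exact p = 0.0794) and then -0.88 (SE 0.39, exact p = 0.0635). The lowest counts were 359900 in EE replicate 5, 406900 in EE replicate 3 and 419900 in EE replicate 1. No gene of these 5 passed an adjusted p of 0.05 over all genes tested by limma. The lowest was that of Gpat4, at 0.292 over the 9 libraries and at 0.506 over all 10.

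**Figure D2:**
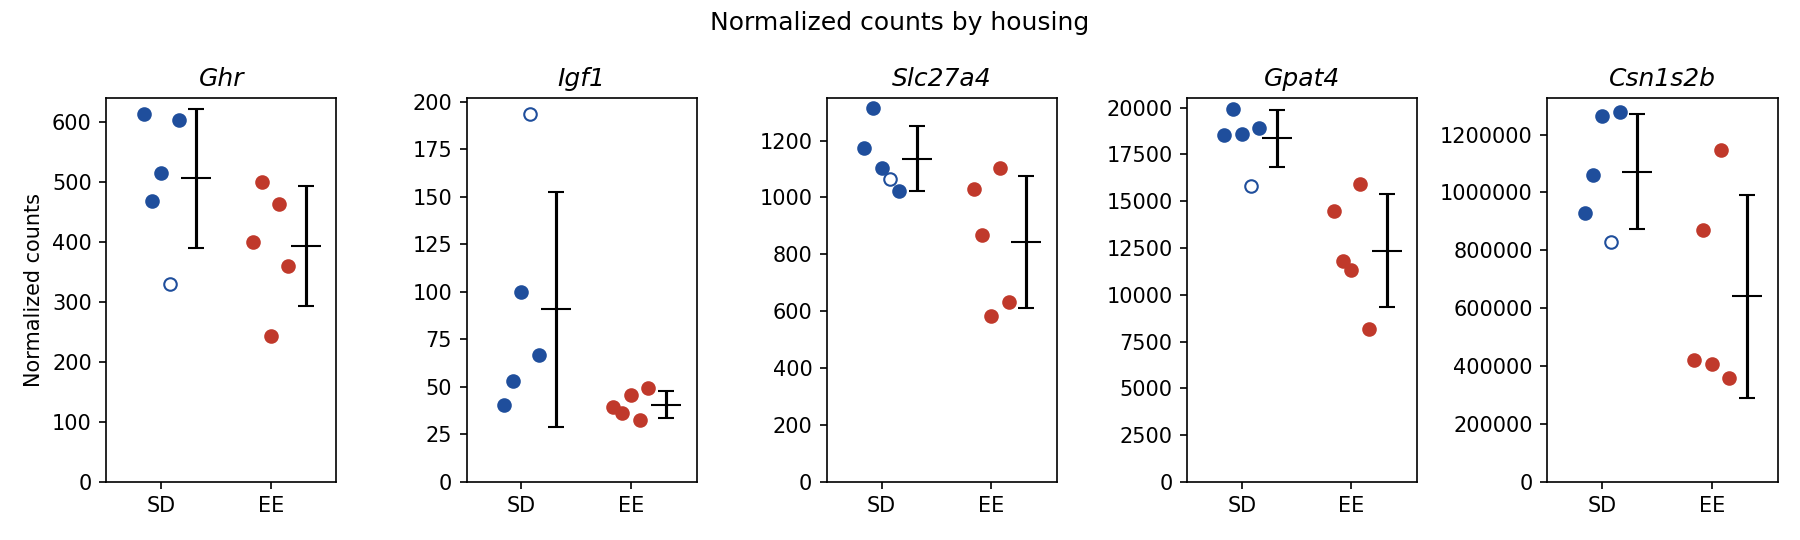
Normalized counts of Ghr, Igf1, Slc27a4, Gpat4 and Csn1s2b, 1 point per library, in SD (blue) and EE (red) milk, each gene on its own axis from 0. The open circle is SD replicate 4 and the bar beside the points is the mean ± SD of the 5 libraries of each group. SD replicate 4 is the lowest SD library for Ghr, Gpat4 and Csn1s2b and the highest for Igf1.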

RNA-seq revealed several differently expressed genes involved with milk triglyceride and nutrient transport downregulated by EE, including *Ghr* (*p* = 0.024, FC = −0.671), *Igf1* (*p* = 0.03, FC = −0.671), *Slc27a4* (*p* = 0.032, FC = −0.447), *Gpat4* (*p* < 0.001, FC = −0.613), and *Cs1s2b* (*p* = 0.009, FC = −0.838; Velmala et al., 1995; Fig. 3*B*,*C*). We broadened the scope of our analyses further to include gene pathways related to oxytocin (Quintana et al., 2019), glucocorticoid receptor (GR) signaling (e.g., events that occur when glucocorticoids bind to the GR receptor; (Oakley and Cidlowski, 2013), GR binding (e.g., genes which bind the GR; Polman, 2012), and epigenetic modifiers (Zhu et al., 2016; Fig. 3*D–G*) given their crucial implication in milk production and offspring development (Zhang et al., 2013; Ozkan et al., 2020). Heatmap clustering showed that EE rats displayed a major downregulation of genes encoding for triglycerides and nutrient transport (Fig. 3*B*,*C*), while genes related to oxytocin and GR (Fig. 3*D*,*E*) signaling were mostly upregulated compared with SD rats. 

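Milk protein and nutrient transport genes were mostly lower in EE milk, with the lowest means in EE replicates 3 and 5, and genes of triglyceride synthesis, oxytocin signaling and GR signaling went both ways. Of 16 milk protein genes, listed from textbook knowledge, 13 were lower over the 9 libraries (median log2 difference -0.52) and 14 over all 10 (-0.54). The list mean (log2) was 15.89 in EE replicate 3 and 15.87 in EE replicate 5, while the other EE libraries, at 16.82 to 16.90, lay within the range of the SD libraries, 16.81 to 17.04. After quantile normalization of all 10 the median was -0.03. Their camera test gave an adjusted p of 0.0733 over the 9 libraries and 0.0342 over all 10 from limma (adjusted p = 0.579 and 0.571 with an estimated correlation), and no gene passed when adjusted over the list alone. Csn2, the beta-casein gene, had 9882700 ± 4091000 counts in EE milk (SD, n = 5) and 14015000 ± 2079000 in SD milk (SD, n = 4), or 14423000 ± 2018000 (SD, n = 5) with SD replicate 4 at 16050000 (exact permutation test, p = 0.127 and then p = 0.0476). Glycam1, a milk mucin, had a log2 difference of -0.99 (SE 0.39, exact p = 0.0397) and then of -1.01 (SE 0.37, exact p = 0.0159). Csn1s1, another casein gene, was lower in both sets, at -0.56, but higher by 0.03 after quantile normalization of all 10 libraries. That scaling gives genes at the top ranks nearly the same values in every library. The values of the caseins, and with them the milk protein median, are therefore fixed in part by it.
Of 26 genes of lactose synthesis and nutrient transport, 21 were lower in EE over both sets of libraries, with a median of -0.29 over the 9 and -0.22 over all 10, and 0.14 with the casein share as a covariate, an alternative chosen after seeing the data. Again EE replicates 3 and 5 had the lowest list means, 10.97 and 10.84, and the other EE libraries, at 11.42 to 11.61, lay within the SD range of 11.27 to 11.65. Camera gave an adjusted p of 0.00505 and then 0.0188 from limma (adjusted p = 0.503 and 0.571 with an estimated correlation). When adjusted over the list alone, 2 genes were lower over the 9 libraries and none over all 10. They were Slc30a4, which carries zinc into milk, at -0.51 (SE 0.10) and Slc20a2, a phosphate transporter, at -0.88 (SE 0.21). Over all 10 libraries these were -0.45 (SE 0.11) and -0.68 (SE 0.25), with 520.2 counts of Slc20a2 in SD replicate 4 against 1147 ± 132 in the other SD libraries (SD, n = 4). Of 18 genes of triglyceride synthesis, 11 were lower over the 9 libraries and 12 over all 10 (median -0.02 and then -0.03, and 0.0013 after quantile normalization of all 10), with a camera adjusted p of 0.243 and then 0.369 from limma. Gpat4 passed when adjusted over the list alone in both sets. Lpin1, a phosphatidate phosphatase, had a log2 difference of -0.47 (SE 0.21) and then -0.36 (SE 0.21).
The other lipid lists did not pass. Of 22 genes of fatty acid synthesis, 11 were higher over the 9 libraries and 12 over all 10, with a median of 0.0089 and then 0.03, a mean of -0.07 and then -0.04 and a camera adjusted p of 0.589 and then 0.916 from limma. Adjusted over the list alone, 1 gene was lower over the 9 libraries and none over all 10. This was Srebf1, a transcription factor of lipid synthesis named here after its values were seen, with 16819 ± 3870 counts in EE milk (SD, n = 5), 27308 ± 4293 in SD milk without SD replicate 4 (SD, n = 4) and 26229 ± 4432 with it (SD, n = 5). Of 19 genes of fatty acid uptake and transport, 13 and then 10 were lower (median -0.05 and then -0.0045, and 0.03 after quantile normalization of all 10), with a camera adjusted p of 0.511 and then 0.609 from limma. Of 21 genes of cholesterol synthesis, 12 were lower in both sets (median -0.08 and then -0.09, and 0.31 with the casein share as a covariate), with a camera adjusted p of 0.571 and then 0.916 from limma and a mean of 0.01 and then -0.04. Of 11 genes of milk fat globule secretion, 7 were lower in both sets (median -0.09 and then -0.06, and 0.0013 after quantile normalization of all 10), with a camera adjusted p of 0.222 and then 0.279 from limma. No gene of these last 3 lists passed when adjusted over the list alone.
Of the 20 genes labelled in Fig. 3B, 14 were lower and 6 higher in EE over both sets, with 10 higher after median centring. Of the 17 labelled in Fig. 3C, 16 were lower in both sets, with 4 higher after quantile normalization of all 10 libraries and 2 after median centring. Adjusted over the panel alone, 1 gene of Fig. 3B (Gpat4) and none of Fig. 3C, 3D and 3E passed. Of the 9 genes in Fig. 3D, 5 were higher and 4 lower over both sets, and 5 of the 9 had fewer than 20 counts in both groups. Oxtr, the oxytocin receptor, had 5.90 ± 3.84 counts in EE milk (SD, n = 5) and 1.87 ± 2.17 in SD milk (SD, n = 4), 2.15 ± 1.98 with SD replicate 4 (SD, n = 5, exact permutation test, p = 0.103 for both). Of the 7 genes in Fig. 3E, 4 were higher over the 9 libraries and 3 over all 10, with 5 and then 4 after quantile normalization. The paper cites published sources for these topics and does not state how the labelled genes were chosen. Of them, 4 of 20 in Fig. 3B, 2 of 17 in Fig. 3C, 0 of 9 in Fig. 3D and 0 of 7 in Fig. 3E are in the authors' table at an unadjusted p under 0.05. The panels show the same libraries as the values here, so they are not independent evidence of a direction.
Of 44 genes of oxytocin signaling, 25 were lower over the 9 libraries and 23 over all 10 (median -0.05 and then -0.0080, and 0.03 after quantile normalization of all 10), with a camera adjusted p of 0.266 and then 0.76 from limma. Cacnb3, a calcium channel subunit of this list, had a log2 difference of -0.42 and then -0.38 (exact p = 0.00794 for both), and Nfatc3, a calcium-dependent transcription factor, of -0.27 (exact p = 0.00794) and then -0.18 (exact p = 0.175). Of 17 chaperones of the GR, 13 were higher over the 9 libraries (median 0.12) and 12 over all 10 (median 0.04). Their camera adjusted p was 0.0103 and then 0.0485 from limma (adjusted p = 0.227 and 0.427 with an estimated correlation). Hsp90ab1, whose processed pseudogenes may share its reads, had a log2 difference of 0.23 (SE 0.11, exact p = 0.0556) and then 0.26 (SE 0.11, exact p = 0.0317). Cdc37, a co-chaperone, had a log2 difference of 0.15 (SE 0.076) and then 0.19 (SE 0.085). Of 17 genes that glucocorticoids induce, 14 were lower over both sets (median -0.10 and then -0.15, camera adjusted p = 0.253 and then 0.208 from limma, and 0.0325 without SD replicate 1). No gene of these 3 lists passed when adjusted over the list alone.
Leaving out 1 library ended these calls over all 10 libraries. The milk protein list had an adjusted p from limma's camera of 0.0837 without SD replicate 1, 0.0829 without SD replicate 3, 0.191 without EE replicate 3 and 0.227 without EE replicate 5. For lactose synthesis and nutrient transport it was 0.11 without SD replicate 1, 0.0915 without SD replicate 2, 0.17 without EE replicate 3 and 0.352 without EE replicate 5. For the GR chaperones it was 0.0507 to 0.141 when any library but SD replicate 4 or EE replicate 5 was left out. The paper proposes that lower expression of triglyceride and nutrient transport genes in EE dams reflects more effective endocrine signaling, which lets the mother return to a basal state by negative feedback. Its assays of P10 milk found no significant housing effect on protein or lactose, and higher triglycerides in EE milk. Those assays measure the milk and not its RNA.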

Another cluster of genes related to glutamate/GABA signaling (Gray et al., 2018) were mostly downregulated by EE (Extended Data Fig. 4-1*A*). 

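Of 41 glutamate and GABA signaling genes measured here, from a list of 72 written from textbook knowledge, 28 were lower in EE milk over the 9 libraries (median log2 difference -0.05) and 27 over all 10 (median -0.05). Camera gave an adjusted p of 0.114 over the 9 libraries and 0.095 over all 10 from limma, and no gene passed, adjusted over the list alone or over all genes. After quantile normalization of the 9 libraries, an alternative chosen after seeing the data, camera gave an adjusted p of 0.0445 from limma. Without that scaling, limma's camera with an estimated correlation gave an adjusted p of 0.293 over the 9 and 0.407 over all 10. Gabarapl1, a GABA receptor-associated protein that also acts in autophagy, had a log2 difference of -0.28 (SE 0.096, exact permutation test, p = 0.0317) over the 9 libraries and -0.31 (SE 0.099, exact p = 0.0159) over all 10. Genes with few reads were also among those with a small p. Slc1a1, a glutamate transporter, had 1.33 ± 1.43 normalized counts in EE milk (SD, n = 5) and 8.00 ± 6.78 in SD milk (SD, n = 4), 8.03 ± 5.87 with SD replicate 4 (SD, n = 5). Slc17a8, a vesicular glutamate transporter, had 2.79 ± 3.34 counts in EE milk (SD, n = 5) and 9.09 ± 5.36 in SD milk (SD, n = 4), 8.90 ± 4.66 with SD replicate 4 (SD, n = 5). The genes of Extended Data Fig. 4-1A are not analysed here.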

GR binding genes, epigenetic modifiers, and prolactin-signaling-related genes (Radhakrishnan et al., 2012) were instead equally regulated in both directions (Fig. 3*F*,*G*; Extended Data Fig. 4-1*B*).

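Epigenetic modifiers went both ways in EE milk. Of the 52 genes labelled in Fig. 3G, 33 were lower and 19 higher over the 9 libraries, and 30 were lower and 22 higher over all 10. The balance turned with the scaling, with 28 higher after quantile normalization and 27 higher after median centring of all 10 libraries. Kdm4c, a histone demethylase, had 1135 ± 139 normalized counts in EE milk (SD, n = 5) and 1430 ± 229 in SD milk without SD replicate 4 (SD, n = 4). The SD mean was 1385 ± 223 (SD, n = 5) with SD replicate 4 at 1204 counts. The log2 difference was -0.31 (SE 0.12, exact permutation test, p = 0.0317) and then -0.26 (SE 0.12, exact p = 0.0635). Ezh1, a histone methyltransferase of the Polycomb complex, had 1234 ± 104 counts in EE milk (SD, n = 5) and 1450 ± 136 in SD milk (SD, n = 4), or 1434 ± 124 (SD, n = 5) with SD replicate 4 at 1367 counts. This was a log2 difference of -0.22 (SE 0.091) and then of -0.20 (SE 0.092, exact p = 0.00794 for both sets). The paper cites a published source for epigenetic modifiers, and 2 of the 52 labelled genes are in the authors' table at an unadjusted p under 0.05. The panel shows the same libraries as the values here, and no gene of it passed when adjusted over the panel alone. Of 72 epigenetic modifiers in a list from textbook knowledge, 42 were lower over the 9 libraries and 36 over all 10 (median -0.01 and then 0.0029, and 0.02 over the 9 after quantile normalization), with a camera adjusted p of 0.405 and then 0.76 from limma. Kat2a, a histone acetyltransferase, had 938 ± 78.6 counts in EE milk (SD, n = 5) and 751 ± 121 in SD milk (SD, n = 4), 757 ± 106 with SD replicate 4 (SD, n = 5, exact p = 0.00794 for both sets). No gene of this list passed when adjusted over the list alone.
Genes of prolactin and STAT5 signaling were mostly lower over the 9 libraries, with 23 of 29 lower (median log2 difference -0.11, camera adjusted p = 0.00497 from limma, adjusted p = 0.293 with an estimated correlation). Over all 10 libraries 17 of 29 were lower (median -0.08, camera adjusted p = 0.078 from limma, and 0.0401 without EE replicate 5). Adjusted over the list alone, Socs1 was higher and Gsk3b lower over the 9 libraries, and none passed over all 10. Socs1, a feedback inhibitor named after its values were seen, had 123 ± 37.8 counts in EE milk (SD, n = 5), 57.8 ± 2.00 in SD milk (SD, n = 4) and 387 in SD replicate 4. Prlr, the prolactin receptor, had 1564 ± 505 counts in EE milk (SD, n = 5) and 2522 ± 347 in SD milk (SD, n = 4), 2367 ± 458 with SD replicate 4 at 1750 counts (SD, n = 5). The log2 difference of Prlr was -0.71 (SE 0.22, exact p = 0.0159) and then -0.61 (SE 0.22, exact p = 0.0317). Gsk3b, a kinase, had a log2 difference of -0.50 (SE 0.11, exact p = 0.00794) and then -0.41 (SE 0.13, exact p = 0.0238). Socs2, a feedback inhibitor that prolactin and growth hormone induce, had a log2 difference of -0.41 (SE 0.22, exact p = 0.119) and then -0.53 (SE 0.22, exact p = 0.0635). This list is not that of Extended Data Fig. 4-1B, and the GR binding genes of Fig. 3F are not analysed here.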

**Figure 3.**
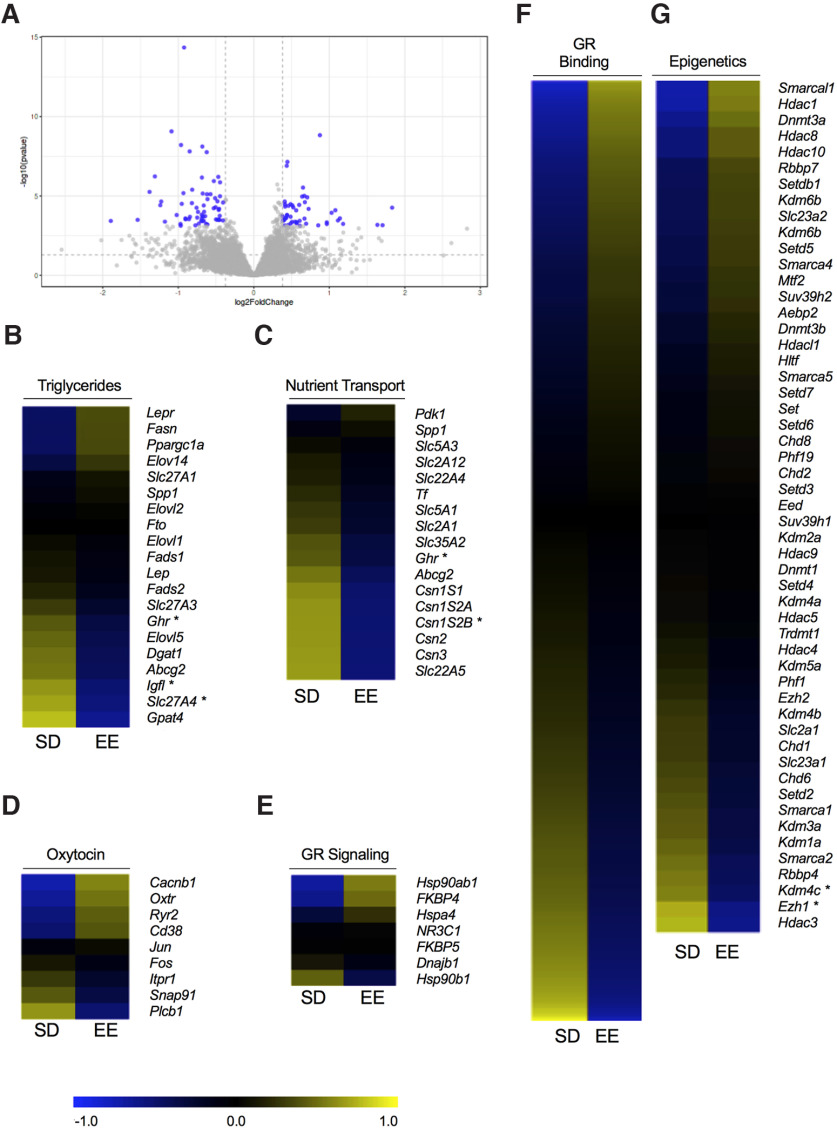
Transcriptomic analyses of P10 milk samples from rat mothers living in EE or standard housing (SD). ***A***, Volcano plot depicting the distribution of 756 genes based on log2 FC and -log10 *p* values. Each gray dot is a gene, and 110 dots highlighted in blue represent genes that displayed the highest magnitude of significance (*p*adj < 0.05, FC > 1.3). Heatmaps of differentially expressed genes related specifically to milk (***B***) triglyceride concentration, (***C***), nutrient transport, (***D***), oxytocin signaling, (***E***) GR signaling, (***F***) GR binding, and (***G***) epigenetics. Gene expression is represented with the log2 transformation of counts recorded with a *z* score based on the average across experimental groups. Data are expressed as *p < 0.05 or **adjusted *p* < 0.05, with FC > 1.3. GR, glucocorticoid receptor. See Extended Data Figures 3-1 and 3-2.

10.1523/ENEURO.0148-22.2022.f3-1 Extended Data Figure 3-1 Taxonomy heatmap demonstrating the microbial composition of milk samples from standard laboratory housed (SD) or EE dams at the species level with the top 50 most abundant species identified. The colored bar at the top indicates housing condition (blue = SD, red = EE). Each row represents the abundance for each taxon, with the taxonomy ID shown on the right. Each column represents the abundance for each sample. Download Figure 3-1, TIF file.

10.1523/ENEURO.0148-22.2022.f3-2 Extended Data Figure 3-2 Genes identified with DESeq analysis. 

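The Golgi and endoplasmic reticulum genes Golgb1, Trip11 and Atl2 were lower in EE than in SD milk, and Nop9, Tjp3 and Ada were higher, in each case with no overlap between the EE and SD libraries of the authors' comparison. These genes, with Abhd2, Cd14, LOC100361083 and Akap9, have the 10 smallest p in the authors' list and were taken from it. The choice was made on these 9 libraries, so the separation is not independent evidence of a difference, and p-values for these genes do not allow for the choice. Golgb1, giantin of the Golgi membrane, had 1079 ± 118 normalized counts in EE milk (SD, n = 5), 1958 ± 313 in SD milk without SD replicate 4 (SD, n = 4) and 1784 ± 473 with it (SD, n = 5). For Golgb1 the log2 difference was -0.80 (SE 0.12) over the 9 libraries and -0.65 (SE 0.17) over all 10. Trip11, a golgin, had a log2 difference of -0.61 (SE 0.093) and then -0.41 (SE 0.18), and Atl2, an atlastin that shapes the endoplasmic reticulum, of -0.67 (SE 0.098) and then -0.52 (SE 0.15). Abhd2, a lipid hydrolase, had a log2 difference of -0.95 (SE 0.14) without SD replicate 4 and of -0.66 (SE 0.27) with it. LOC100361083, a locus without a gene name, differed by -0.68 (SE 0.12) and then -0.58 (SE 0.14).
Cd14, the lipopolysaccharide co-receptor, had 189 ± 14.1 counts in EE milk (SD, n = 5) and 470 ± 184 in SD milk (SD, n = 4), 473 ± 160 with SD replicate 4 (SD, n = 5). Its log2 difference was -0.97 (SE 0.21) and then -0.99 (SE 0.20). Ada, adenosine deaminase, had 546 ± 79.0 counts in EE milk (SD, n = 5) and 296 ± 5.33 in SD milk (SD, n = 4), 347 ± 114 with SD replicate 4 (SD, n = 5), for a log2 difference of 0.72 (SE 0.12) and then 0.57 (SE 0.17). Nop9, a ribosome biogenesis factor, differed by 0.40 (SE 0.077) and then 0.35 (SE 0.091), and Tjp3, a tight junction protein, by 0.42 (SE 0.072) and then 0.39 (SE 0.079).
In SD replicate 4 the counts were 1090 for Golgb1, 1260 for Trip11, 1717 for Atl2, 1085 for Abhd2, 91.4 for LOC100361083, 485 for Cd14, 551 for Ada, 858 for Nop9 and 2469 for Tjp3. Over all 10 libraries the exact permutation p was 0.00794 for LOC100361083, Nop9, Tjp3 and Cd14, 0.0238 for Ada, 0.0317 for Atl2 and Golgb1, 0.0873 for Trip11 and 0.0952 for Abhd2. None of these 9 genes passed an adjusted p of 0.05 from limma (0.116 to 0.233 over the 9 libraries and 0.417 to 0.672 over all 10), apart from Cd14 when SD replicate 2 was left out (log2 difference -1.18, adjusted p = 0.0466 from limma).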

List of genes that significantly differed based on a *p*adj < 0.05 and FC > 1.3 as indicated in Figure 3*A*. Download Figure 3-2, DOC file.

### EE offspring had heavier body weights and increased social behavior which was lost by cross-fostering into standard housing in a sex-specific manner

Postnatal housing experience was associated with a significant P21 body weight difference in male and female offspring (males: *X*^2^(1) = 9.562, *p* = 0.002; females: *X*^2^(1) = 11.733, *p* = 0.001; Fig. 4*A*,*B*). Postnatal enrichment housing resulted in significantly higher body weights than SD housing (males SD: 40.43 ± 1.10 g vs EE: 50.86 ± 2.01 g; females SD: 40.191 ± 0.99 g vs EE: 50.50 ± 2.14 g).

**Figure 4.**
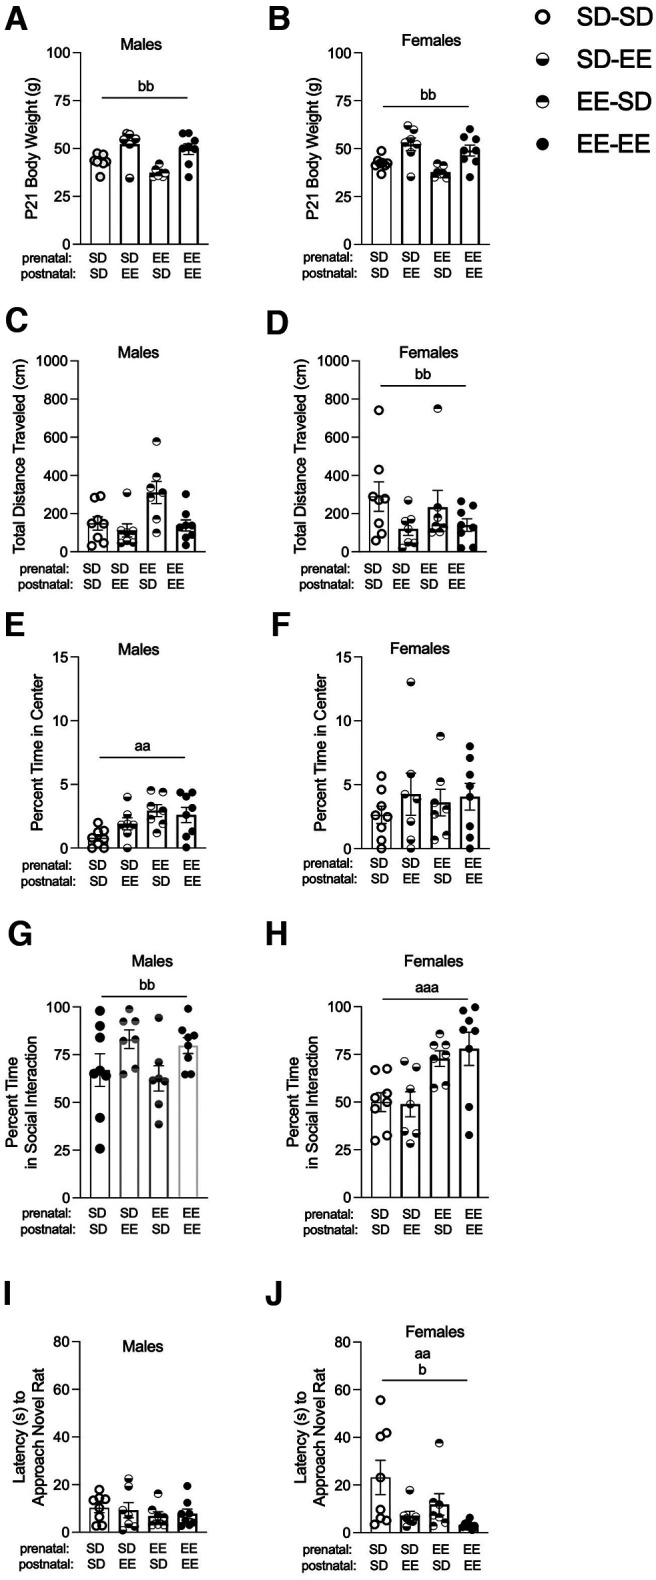
Juvenile offspring physiology and behavior following housing in EE or SD laboratory conditions. Data for (left side) male and (right side) female Sprague Dawley rats for (***A***, ***B***) P21 body weights (grams). ***C***, ***D***, Total distance traveled (centimeters), and (***E***, ***F***) percent of time spent in the center of an open field. ***G***, ***H***, Percent of time spent in social interaction, and (***I***, ***J***) latency (seconds) to approach a novel rat in a social preference test (*n* = 7–8). Data are expressed as mean ± SEM; ^aa^*p* < 0.01, ^aaa^*p* < 0.001, main effect of prenatal experience (SD vs EE); ^b^*p* < 0.05, ^bb^*p* < 0.01, main effect of postnatal experience (SD vs EE). See Extended Data Figures 4-1 and 4-2.

10.1523/ENEURO.0148-22.2022.f4-1 Extended Data Figure 4-1 Heatmaps of differentially expressed genes related to glutamate/GABA and prolactin signaling in standard laboratory housed (SD) or EE dams. Gene expression is represented with the log2 transformation of counts recorded with a z-score based on the average across experimental groups. Data are expressed as *p < 0.05 and FC > 1.3, or as ***FC > 1.3 only. Download Figure 4-1, TIF file.

10.1523/ENEURO.0148-22.2022.f4-2 Extended Data Figure 4-2 Pearson correlations between maternal milk quality measures and the behavior of male and female offspring postnatally housed in standard laboratory (SD) or EE environments. Pearson correlations between distance traveled (mm^2^) and % creamatocrit for (***A***) postnatally housed SD males and (***B***) all females regardless of housing. ***C***, Milk energy content (kcal/l) and total distance traveled by all females. Milk fat concentration (g/l; ***D***), % creamatocrit (***E***), and milk energy content (kcal/l; ***F***) correlations for latency to visit the novel rat by postnatally housed SD females. Data are expressed as *p* < 0.05. Download Figure 4-2, TIF file.

There was a main effect of postnatal experience for total distance traveled in that SD female offspring traveled more than EE females (postnatal SD: 262.98 ± 56.69 cm vs postnatal EE: 130.41 ± 22.76 cm; *X*^2^(1) = 3.882 *p* = 0.049; males: *p* > 0.05; Fig. 4*C*,*D*). A main effect of prenatal experience was found for male animals (*X*^2^(1) = 7.618, *p* = 0.006; females: *p* > 0.05; Fig. 4*E*,*F*) on the open field test. Male EE prenatally housed offspring spent (2.76 ± 0.375%) a significantly higher percentage of time in the center of the arena compared with SD prenatally housed males (1.32 ± 0.285%), although the overall times were quite low.

For the percent of time spent in social interaction, there was a main effect of postnatal experience for male offspring in that postnatal enrichment housing increased social interest (postnatal SD: 64.88 ± 5.36 vs postnatal EE: 81.34 ± 3.09; *F*_(1,26)_ = 6.840, *p* = 0.015, *n_p_*^2^ = 0.208; Fig. 4*G*); the enrichment effect was blocked for animals cross-fostered into SD housing (Fig. 4*G*). For females, the EE prenatal experience increased social engagement level (prenatal SD: 49.44 ± 3.88 vs prenatal EE: 75.54 ± 4.91; *F*_(1,26)_ = 16.140, *p* = 0.001, *n_p_*^2^ = 0.383; Fig. 4*H*). Both prenatal (SD = 15.66 ± 4.37 and EE = 7.30 ± 2.34; *X*^2^(1) = 8.073, *p* = 0.004) and postnatal (SD = 17.90 ± 4.48 and EE = 5.06 ± 1.02; *X*^2^(1) = 4.047, *p* = 0.044;) enrichment experience decreased the latency for female offspring to approach the novel rat (Fig. 4*I*,*J*).

The relationship between measures of maternal milk quality and offspring behavior were assessed using Pearson correlations. In postnatally housed SD males, % creamatocrit was negatively associated with total distance traveled (*r* = −0.597, *p* = 0.019; Extended Data Fig. 4-2*A*). Percent creamatocrit was positively correlated with total distance traveled (*r* = 0.369, *p* = 0.049; Extended Data Fig. 4-2*B*), while milk energy content (*r* = −0.369, *p* = 0.049; Extended Data Fig. 4-2*C*) was negatively associated with this measure in female offspring regardless of housing condition. In postnatally housed SD female offspring, fat (*r* = −0.577, *p* = 0.024) and % creamatocrit (*r* = −0.591, *p* = 0.020) were negatively correlated (Extended Data Fig. 4-2*D*,*E*) and milk energy content (*r* = 0.591, *p* = 0.020) was positively correlated with the latency to approach the novel rat (Extended Data Fig. 4-2*F*).

We assessed the expression of the endocannabinoid receptor CB1 in the hypothalamus of mothers and their offspring given its role in maternal behavior (Schechter et al., 2012) and in the development of social behavior (Argue et al., 2017). While there were no housing-associated differences in CB1 in the offspring (*p* > 0.05; Extended Data Fig. 5-1*A–C*), EE dams exhibited significantly greater expression of CB1 compared with SD dams (*X*^2^(1) = 4.45, *p* = 0.035; Extended Data Fig. 5-1*D*).

10.1523/ENEURO.0148-22.2022.f5-1 Extended Data Figure 5-1 Hypothalamic CB1 and densitometric ratios for offspring and their dams housed in standard laboratory (SD) or EE environments. Males (***A***), females (***B***), and mothers (***C***) housed in SD (open circles) or EE (closed circles) housing conditions. Data are expressed as mean ± SEM, *n* = 7–8; *p < 0.05, main effect of housing (SD vs EE). Download Figure 5-1, TIF file.

## Discussion

In the present study we demonstrate that EE can change the nutritional and microbial profiles of maternal milk in addition to affecting maternal behavior and offspring development. Our results shed light on the multidimensional impact that EE confers on the prenatal and neonatal environment and calls attention to the implications of laboratory housing in developmental animal research. Overall, we observe that cross-fostering blocks the beneficial effects of EE housing on (male) offspring social behavior and (male and female) body weights, implicating maternal milk quality as a potential mechanism (Fig. 5). While EE was associated with greater bodyweights and sociability in both sexes, the finding that EE dams spent less time on the nest may seem contradictory. However, laboratory rats will spend time away from the nest when given the opportunity, which facilitates more efficient nursing (Ratuski and Weary, 2021).

**Figure 5.**
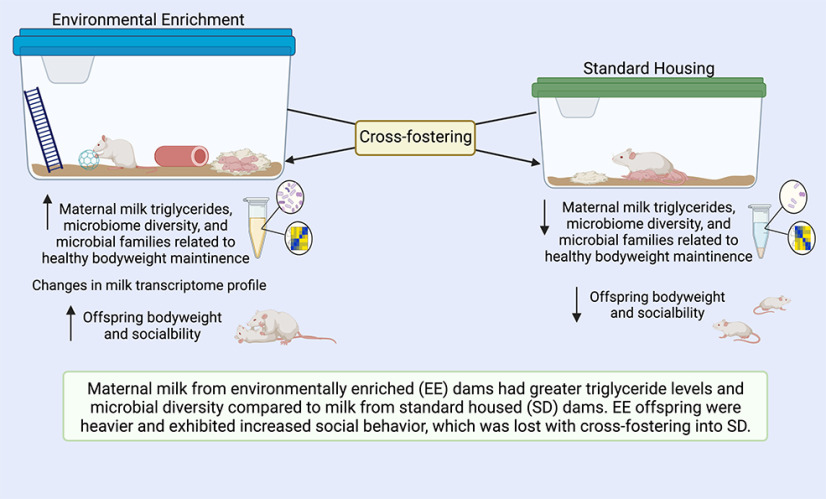
Summary of findings and proposed mechanisms.

A reduced number of nursing posture displays, coupled with a general increase in time away from offspring, may suggest that EE dams are more efficient at nursing while on the nest. This is further supported by EE-associated increases in circulating prolactin, which promotes milk biosynthesis (Cregan et al., 2002). SD dams may instead need to shift between nursing postures more frequently to maintain an active arched back posture, given the extended periods they spend nursing their young. This may artificially increase the amount of nursing postures they display, alongside the timing of maternal behavior observations (e.g., scoring more frequently in the light or dark phases) which can modulate nursing activity level (Peña and Champagne, 2013). During our maternal care observations, we did not plan to quantify “press posture” (Cramer et al., 1990; Gaskill and Pritchett-Corning, 2015; Ratuski and Weary, 2021) but we subjectively noted its presence in SD dams when it was noticed during our study. A representative photograph of this posture can be found in Figure 1*C*. We did not observe this behavior in any EE dams. Notably, EE and SD dams demonstrated similar amounts of pup licking and grooming despite the differences in time spent on the nest, further supporting the idea that EE dams are more efficient with their care (Sale et al., 2004; Welberg et al., 2006; Connors et al., 2015; Strzelewicz et al., 2019). Although not assessed here, enhanced laboratory caging complexity has previously been shown to reduce maternal care unpredictability (Knop et al., 2020), which could help explain differences in maternal care efficiency. In addition, higher triglyceride levels in EE milk may compensate for the reduced time on the nest, while SD mothers spend more time nursing to make up for lower milk fat content. Alternatively, SD dam milk quality is reduced because they cannot meet the physiological demands of constant nursing. This is supported by the greater offspring bodyweights of pups that received postnatal EE compared to SD care.

Greater bodyweights are generally associated with better health in wild animals (Barnett, 1958a,b; Barnett and Dickson, 1984), especially at the age of weaning (Storey and Snow, 1987; Huber et al., 2002). Moreover, heavier adult male wild rats were better integrated socially within their colony (Barnett and Dickson, 1984). These results underscore the translational relevance of EE used in the present study. The increased bodyweights of EE pups may in part be explained by differences in maternal milk quality. Although we did not find differences in the amount of lactose, protein, or IgA in the milk of EE and SD dams, we did find greater triglyceride levels in EE milk at P10. In support of this finding, Y. Chen et al. (2017) observed that mouse pups fostered to dams with greater levels of milk triglycerides weighed significantly more at P12 than pups that were fostered to control mice. Interestingly, other studies have also demonstrated the role of increased fat consumption on milk triglyceride levels (Mohammad et al., 2014; Ward et al., 2021). Notably, our EE and SD dams did not differ in their total eating bouts or bodyweights (Extended Data Fig. 1-1*B*,*C*), suggesting that EE positively contributes to milk triglycerides through a different mechanism.

We further supported our finding regarding increased triglycerides in EE milk with microbiome sequencing. Bacteria in maternal milk prime the infant gastrointestinal tract, which can affect its maturation and the future metabolism of nutrients and bacteria (reviewed in depth in Macpherson et al., 2017). Results of microbiome sequencing demonstrated a robust effect of EE on bacterial diversity in milk samples. For example, milk from EE dams had a significantly higher abundance of *Christensenellaceae*, *Peptococcaceae*, *Lachnospiraceae*, *Ruminococcaceae*, and *Erysipelotrichaceae*, all of which can directly influence lipid metabolism and body mass index through their manipulation of short-chain fatty acids (Greiner and Bäckhed, 2011; Bridgewater et al., 2017; Waters and Ley, 2019; Vacca et al., 2020). Furthermore, milk from EE dams had greater levels of *Coriobacteriaceae,* which contributes to lipid metabolism (Liu et al., 2018), as well as glucose and steroid metabolism in the gut (Clavel et al., 2014). Although increased *Coriobacteriaceae* have been found in the ceca of mice exposed to stress (Bangsgaard Bendtsen et al., 2012), it is unlikely our EE dams were significantly more stressed than our SD dams given the lack of significant differences in milk corticosterone and dam body weights. In addition to finding enhanced microbiome diversity in milk from EE dams, microbiome sequencing revealed significantly greater levels of taxa from the *Streptococcaceae* family in SD dams. Excess expression of this bacterial family in the infant gut has been tied to GI-related issues like dyspepsia and rotavirus infections (S. Y. Chen et al., 2017; Sohail et al., 2021) which can negatively impact infant growth. Thus, EE may enhance offspring development by altering the microbiome profile of milk that not only promotes the colonization of healthy bacteria, but also discourages exposure to potentially harmful bacteria that can hinder offspring development. While there is a large literature dedicated toward uncovering the role of the built environment (e.g., manufactured materials) in contributing to host microbiology (Gilbert and Stephens, 2018), more work is needed to understand how these environmental factors contribute more specifically to the microbiology of maternal milk and the subsequent impacts on offspring.

In addition to microbial differences, milk from SD and EE dams demonstrated significant differences in their transcriptomic profiles. 

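Most genes that build ribosomes had higher values in EE than in SD milk, and most genes of protein import into the endoplasmic reticulum had lower values, in lists whose calls were lost with an estimated correlation. Of 56 genes of ribosome biogenesis, 52 were higher over the 9 libraries (median log2 difference 0.20) and 47 over all 10 (median 0.19). Camera gave an adjusted p of 1.13e-13 and then 1.03e-11 from limma (adjusted p = 0.227 and 0.407 with an estimated correlation). Adjusted over the list alone, 12 genes were higher over the 9 libraries and 5 over all 10, namely Imp4, Dhx37, Nat10, Nop9 and Bysl, and none was lower. Imp4, a component of the small subunit processome, had a log2 difference of 0.31 (SE 0.068) and then 0.32 (SE 0.073), and Dhx37, an RNA helicase, of 0.62 (SE 0.15) and then 0.60 (SE 0.14). Nat10, an RNA acetyltransferase, had 1417 ± 125 normalized counts in EE milk (SD, n = 5), 1034 ± 160 in SD milk without SD replicate 4 (SD, n = 4) and 1001 ± 157 with it (SD, n = 5). Every EE library lay above every SD library for Imp4, Dhx37 and Nat10 (exact permutation test, p = 0.00794 for both sets, the smallest it can give). These genes were named for a small p in this direction in the same libraries. Their separation is therefore not independent evidence of a difference, and the p does not allow for the choice. Of 45 genes of tRNA and rRNA modification, 34 were higher over the 9 libraries (median 0.11) and 33 over all 10 (median 0.11), with a camera adjusted p of 0.000125 and then 0.00107 from limma (adjusted p = 0.204 and 0.407 with an estimated correlation), and 0.0606 with the casein share as a covariate. Dus2, a dihydrouridine synthase, had a log2 difference of 0.45 (SE 0.11) and then 0.36 (SE 0.13), and Pus1, a pseudouridine synthase, of 0.36 (SE 0.092) and then 0.28 (SE 0.11).
Of 67 genes of the mitochondrial ribosome, 64 were higher in EE over the 9 libraries (median 0.16) and 45 over all 10 (median 0.08). The camera adjusted p was 3.03e-14 and then 0.00205 from limma (adjusted p = 0.163 and 0.666 with an estimated correlation), and 0.151 without SD replicate 5. The list mean in SD replicate 4, at 10.62 on the log2 scale, was above that of every EE library. Adjusted over the list alone, 3 genes were higher over the 9 libraries and none over all 10. They were Mrps2 at 0.38 (SE 0.080), Mrpl17 at 0.32 (SE 0.076) and Mrps26, named after its values were seen, at 0.41 (SE 0.082). Over all 10 libraries these were 0.34 (SE 0.089), 0.27 (SE 0.087) and 0.19 (SE 0.20). Of 77 genes of oxidative phosphorylation, 70 were higher over the 9 libraries (median 0.14, camera adjusted p = 2.68e-12 from limma, adjusted p = 0.354 with an estimated correlation). Over all 10 libraries 35 were higher (median -0.0048, camera adjusted p = 0.468 from limma, with the test's direction higher in EE), and the median was 0.02 after quantile normalization and after median centring. Of 68 cytosolic ribosomal protein genes, whose processed pseudogenes may share reads, 58 were lower in EE over the 9 libraries (median -0.10) and 66 over all 10 (median -0.22), with list means of 14.13 in SD replicate 4 and of 13.25 to 13.54 in the other libraries. Limma's camera gave an adjusted p of 2.12e-05 and then 3.11e-14 (adjusted p = 0.504 and 0.503 with an estimated correlation). Rps3a had a log2 difference of -0.31 in both sets (SE 0.098 and then 0.10).
Of 28 genes of the unfolded protein response, 24 were lower over the 9 libraries (median -0.36) and 23 over all 10 (median -0.31), with a camera adjusted p of 9.5e-05 and then 3.69e-05 from limma (adjusted p = 0.503 for both with an estimated correlation). Of 29 genes of the translocon and signal recognition, which bring secreted proteins into the endoplasmic reticulum, 24 were lower over the 9 libraries (median -0.35) and 25 over all 10 (median -0.33). Their camera adjusted p was 0.000268 and then 2.01e-06 from limma (adjusted p = 0.503 for both with an estimated correlation). Ssr4, a subunit of the translocon-associated complex, had a log2 difference of -0.49 (SE 0.12) and then -0.55 (SE 0.12). Both lists were lowest in EE replicates 3 and 5, the libraries with the lowest casein share, and with that share as a covariate the median was -0.0074 for the unfolded protein response and 0.06 for the translocon. When only EE replicate 5 was left out, these medians were -0.159 and -0.158. Of 30 genes of endoplasmic reticulum shape and COPII transport, 20 were lower in both sets (median -0.19 and then -0.13, and 0.04 with the casein share as a covariate). The camera adjusted p was 0.00497 and then 0.078 from limma (adjusted p = 0.421 with an estimated correlation over the 9 libraries). Preb was higher and Atl2, Atl3 and Suco were lower over the 9 libraries when adjusted over the list alone, and none passed over all 10. Of 25 golgins and Golgi scaffold genes, 15 were lower in both sets, at a median of -0.03 and then -0.02, which was 0.0059 after quantile normalization and 0.0045 after median centring of all 10 libraries. Limma's camera gave an adjusted p of 0.0165 and then 0.369 (adjusted p = 0.227 with an estimated correlation over the 9 libraries), and 0.0616 over the 9 after quantile normalization. Golgb1, Akap9, Trip11 and Golga4 were lower over the 9 libraries when adjusted over the list alone, and Golgb1 and Akap9 over all 10. Of 37 autophagy genes, 24 and then 22 were lower (median -0.05 and then -0.10), with a camera adjusted p of 0.0197 and then 0.0575 from limma (adjusted p = 0.293 with an estimated correlation over the 9 libraries), and 0.0823 over the 9 after quantile normalization. Tbc1d14 and Atg13 were lower over the 9 libraries when adjusted over the list alone, and none passed over all 10.

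**Figure D3:**
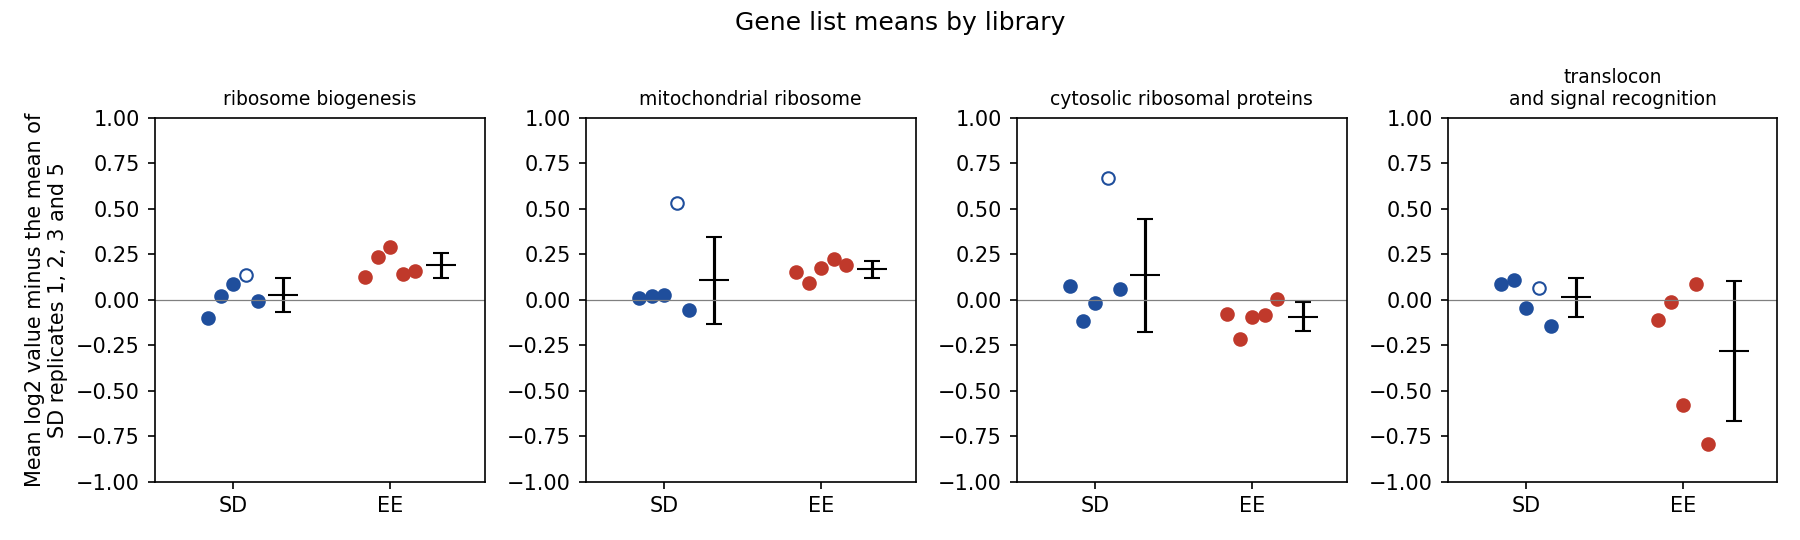
Mean log2 value of 4 gene lists in each library minus the mean of SD replicates 1, 2, 3 and 5, in SD (blue) and EE (red) milk, with SD replicate 4 as an open circle and the mean ± SD of the 5 libraries of each group as a bar. SD replicate 4 lies above all other libraries for the mitochondrial ribosome and the cytosolic ribosomal proteins, and the lower translocon mean in EE, which turns with the casein share as a covariate, comes with EE replicates 3 and 5.

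The lists of ribosome biogenesis, tRNA and rRNA modification, the mitochondrial ribosome, golgins, endoplasmic reticulum shape and autophagy were written after the table of genes in Extended Data Fig. 3-2 had been read, so their counts and tests are not independent of it. Preb, Atl3, Golga4, Tbc1d14, Atg13, Bysl and Ndufa10 were named after their values were seen. Ndufa10, of complex I, was the gene of oxidative phosphorylation that was higher over the 9 libraries when adjusted over the list alone, and Ssr4 the translocon gene that was lower over all 10. No gene of the tRNA and rRNA modification, cytosolic ribosomal protein and unfolded protein response lists passed in this way in either set.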

Although several of the reported genes related to milk triglyceride and nutrient transport were significantly downregulated in EE dams, despite being lipolytic, continuous release of hormones such as Igf1 has been shown to reduce lactation and offspring body weight over time in rats (Lékó et al., 2017). Therefore, the reduced expression of these genes in the milk from EE dams may be reflective of more effective endocrinological signaling that allows the mother to return to a basal state through negative feedback mechanisms. In SD dams however, the constant activation of genes such as *Ghr* may be from spending more time on the nest, which compromises milk quality over the course of lactation. Other genes that were differentially regulated between SD and EE milk samples were those related to GR binding, epigenetic modifications, and glutamate/GABA signaling, all of which have considerable implications in offspring brain development and behavior. Together, the results from RNA-seq offer new insight into how housing condition uniquely affects the milk transcriptomics. These data open a door to potential genomic targets and broader networks that are implicated in EE models. The future validation of individual genes within these identified pathways through the use of additional techniques like qPCR, will be advantageous in delineating the directionality (i.e., upstream vs downstream) of these networks, and may help reconcile some of the differences observed in offspring physiological and behavioral outcomes.

Our observation of increased sociability in EE offspring is in line with several previous studies (Morley-Fletcher et al., 2003; Peña et al., 2006; Schneider et al., 2006; Connors et al., 2014), although these studies used EE to rescue social impairments following early life insults. In saline treated control rats, EE was associated with greater time spent in social interaction (Connors et al., 2014), suggesting that EE is not just protective but can promote sociability. We expand on these findings by revealing sex-specific and time-specific effects of EE on social preference behavior in healthy offspring. Research assessing the effects of EE on healthy populations is warranted and positively contributes to the translatability of this housing model (Kentner et al., 2019b, 2021). Cross-fostering pups between housing conditions after parturition revealed that prenatal enrichment increased sociability in females and postnatal enrichment increased sociability in males. While studies of nonhuman primates have been more consistent in identifying lactation-associated sex differences in offspring behavior (Hinde, 2009; Hinde et al., 2015; Dettmer et al., 2018), these studies also benefit from larger sample sizes. Although our group sizes were modest, the use of larger samples in the rodent literature will be useful in establishing the magnitude of our observed sex differences (Silk et al., 2005).

In addition to differences in maternal care, it is plausible that consumption of different milk microbiome profiles may have directly influenced offspring behavior. Although the relationship between the gut microbiome and social behavior is well established (Archie and Tung, 2015), less is understood about how these bacterial taxa exert their effects on brain development and function once colonized in gut. While interactions between the gut microbiome and brain activity are one driving mechanism in rodent social behavior (Wu et al., 2021), without an assessment of offspring duodenum taxa, we cannot conclude that differences in the gut microbiome profile of our SD and EE offspring were involved in our housing-associated alterations in social behavior.

We examined the expression of hypothalamic CB1 in our offspring since this receptor mediates social development in both males and females (Schechter et al., 2012; Argue et al., 2017). Moreover, CB1 in the neonatal brain is associated with the initiation of suckling (Fride et al., 2001). Blocking CB1 function in lactating dams can impair maternal care, prevent pup weight gain, and modulate the social development of offspring (Schechter et al., 2012). Together, these studies suggest that both maternal and offspring CB1 signaling are crucial elements to the lactational period and postnatal offspring development. Although offspring hypothalamic CB1 expression did not differ between our housing groups, EE dams had a significantly greater expression of hypothalamic CB1 compared with SD dams. This supports the involvement of CB1 in the EE-associated changes in maternal nurturance and milk quality, although it is unknown whether hypothalamic CB1 activity modulates lactational quality directly. Nonetheless, these findings demonstrate the importance of considering maternal brain physiology in the mediation of offspring developmental outcomes.

While the physiological mechanisms that contribute to time-specific and sex-specific differences in behavior among EE offspring need further elucidation, the present results shed light on maternal care and maternal milk quality as pathways of interest for future studies to explore. Recent work has shown running wheel activity to alter milk quality in terms of specific inflammatory molecules such as leukocyte inhibitory factor, CXCL1, and CXCL2; however maternal care was not affected (Taki et al., 2020). This suggests there may be something special in the qualia of the EE condition that extends beyond increased physical activity in terms of its contribution to maternal-neonatal interactions. In addition, prenatal measures, such as the hormonal milieu during pregnancy, may also be of interest. EE dams gave birth to larger litters, and this may indicate that the benefits of EE can manifest far before parturition. Presumably, the compounding effects of maternal behavior and milk quality contribute to expedited plasticity in the developing brain (Cancedda et al., 2004; Baroncelli et al., 2010).

In conclusion, the efficaciousness of the “gold standard” housing cages in animal research has recently been called into question (Olsson and Dahlborn, 2002; Prendergast et al., 2014; Kentner et al., 2019b, 2021). Results of the present study bolster the argument that EE housing conditions encapsulate a more naturalistic environment than SD, especially with regard to maternal behavior and development (Connors et al., 2015; Ratuski and Weary, 2021; Zhao et al., 2021). Given that EE animals do not display more phenotypic variability compared with those in standard housing (Wolfer et al., 2004; Würbel, 2007; André et al., 2018; Kentner et al., 2021), this work suggests that increasing environmental heterogeneity in laboratory settings may help increase translational relevance. Overall, we expand on previous studies that have highlighted the beneficial effects of EE on laboratory rodents by demonstrating the multifaceted impact of EE on maternal care, physiology, and offspring social behavior. These results suggest that an enriched maternal environment contributes to notable, long-term changes in offspring development by promoting more efficient maternal behavior and improved milk quality. Rodent models of breastfeeding are advantageous in teasing apart the mechanisms by which this fascinating substance exerts its influence on brain development and behavior.

## Synthesis

Reviewing Editor: Aniko Korosi, Universiteit van Amsterdam Decisions are customarily a result of the Reviewing Editor and the peer reviewers coming together and discussing their recommendations until a consensus is reached. When revisions are invited, a fact-based synthesis statement explaining their decision and outlining what is needed to prepare a revision will be listed below. The following reviewer(s) agreed to reveal their identity: Silvie Ruigrok.

Reviewer 1

This is a really exciting research program that moves forward the field. There has been decades of long-term work on maternal environment and behavioral care of pups and separately work on milk composition and infant development, but to date little research in rodents has integrated these paradigms. The present study does so elegantly and provides an initial foundation for further explorations at this interface. AND will have important implications for laboratory animal research and intergenerational effects. The authors may also want to look at Stone, Anita Iyengar, and Karen Lisa Bales. “Intergenerational transmission of the behavioral consequences of early experience in prairie voles.” Behavioural processes 84, no. 3 (2010): 732-738. that shows what seems to be the MINOR-EST of differences in early life experience having large long term effects in lab rodents.

I have a few comments that I think should be addressed in the MS:

Statistics:

There is A LOT going on in this paper, especially with relatively small sample sizes- many many many outcomes tested. I think given the careful design and early exploratory nature of this work, that this is not catastrophic, but I think a bit more caution in recognizing the small sample sizes have the potential to overestimate effect sizes of sex differences (see Figure 1 Silk, Joan B., Elisabeth Willoughby, and Gillian R. Brown. “Maternal rank and local resource competition do not predict birth sex ratios in wild baboons.” Proc. R. Soc. B 272 (2005): 859-864.) There is an fascinating, but small literature, on sex-differentiated milk composition and effects of milk in macaques, humans, & marsupials that typically have larger sample sizes that could be cited/leveraged in interpretations in the present manuscript.

Litter sex ratios- int he methods I couldn’t find info on the litter sex ratio gestated, the ratio when limited to 10 pups, and the ratio in cross-fostering. Koskela and colleagues found that sex-ratio influenced milk volume in bank voles so it would be reassuring to know that litter manipulations were not ALSO a radical alteration of the litter sex ratio from pre-natal to post-natal conditions (see Koskela, Esa, Tapio Mappes, Tuuli Niskanen, and Joanna Rutkowska. “Maternal investment in relation to sex ratio and offspring number in a small mammal-a case for Trivers and Willard theory?.” Journal of Animal Ecology 78, no. 5 (2009): 1007-1014.)

SD vs EE microbial profiles- the MS is written as though psychological and behavioral profile differences between the SD & EE conditions are necessarily driving differences in microbial communities- could it also be that the physical spaces/compositions of the two conditions also contribute- there is a rich literature of the microbiome of the built environment that can’t necessarily be ruled out (although the animals’ experiences in the environments are without doubt the key driver).

The paper is clear, well-written and has clear empirical results. It is my own bias that wanted more discussion of life-history and early life organization- I don’t think such things are essential in the present manuscript, but I would encourage the authors to look into those areas of literature as related to the behavioral biology of milk.

Reviewer 2

In the current study, the authors show that environmental enrichment (EE) during pregnancy and lactation increases nest size, and alters maternal care and the maternal milk composition. More specifically, milk of EE dams had higher triglyceride levels and greater microbiome diversity. Offspring of EE dams had higher body weights and EE affected offspring social behavior in a sex- and time-specific manner. Little is known about environmental effects on milk quality. This work is therefore novel and of interest to the field. However, I have several concerns that need to be addressed before publication is possible.

In the current study, the authors show that environmental enrichment (EE) during pregnancy and lactation increases nest size, and alters maternal care and the maternal milk composition. More specifically, milk of EE dams had higher triglyceride levels and greater microbiome diversity. Offspring of EE dams had higher bodyweights and EE affected offspring social behavior in a sex- and time-specific manner. Little is known about environmental effects on milk quality. This work is therefore novel and of interest to the field. However, I have several concerns that need to be addressed before publication is possible.

Significance statement

- Sentence 52-54: not directly tested in the current study (neither the overfeeding nor if the milk quality directly affects neurodevelopmental outcomes). I suggest the authors stay closer to their own study/results for the significance statement.

Introduction

- Sentence 65-68: since the evidence for this statement comes from the intestine, please remove the word ’directly’ in sentence 66.

- Please provide more introduction into the milk microbiome and why it is interesting to look at this with regard to EE and/or offspring behavior.

Methods

- Sentence 128-131: How many enrichment toys each time?

- How much time before breeding were dams of the EE group housed with enrichment?

- Maybe move the part on the maternal care observations more forward, since it’s the first data you’re discussing in the result section. Please also provide more information on the scoring and analysis of maternal behavior (also see below).

- To better understand the maternal care observation periods, what were the times light on and off in the animal facility?

- Was behavior (OF and social behavior) done in light or dark phase?

- From how many nests are the offspring coming (data figure 4)? Is there tested for a contributing effect of nest (e.g. with mixed model analysis)?

Results/discussion

- Figure 1F-H: I think it would make more sense to show the time on the nest as a percentage of the observation time.

- Sentence 346-350, regarding the press posture. If this is something you scored, please quantify, if not I suggest to remove this.

- Figure 1L-T: how did you exactly quantify this, is this an accumulation of all the observation periods over all the days? How did the scoring exactly happen?

- Did the authors look at maternal care predictability? As done in https://onlinelibrary.wiley.com/doi/full/10.1111/gbb.12655. This could be interesting to add.

- Sentence 351: please change to ’The number of maternal nursing postures’.

- Sentence 373-374: the title suggests there were effects of EE on creamatocrit, but the authors do not actually seem to find that (fig 2).

- Figure 4: in my opinion this experiment is too unspecific. Where is the RNA in milk expected to come from? What cell types are present in milk? The authors should provide more clarification on this or otherwise I suggest to remove the experiment from the study.

- Sentence 430 and 432: ’extended data figure 4’.

- Sentence 434: EE offspring instead of enriched offspring.

- Figure 4: Since there are several sex differences in the offspring, I do not think it adds much to report the males and females together as well (Fig 4C, F, I, L, O).

- Please carefully check if F/ X2 values (e.g. sentence 463: if an ANOVA is used, why is there a X2 instead of F value?)

- Sentence 461 and 579: saline dams?

- To get a better understanding of how milk quality could impact the offspring, are there any significant correlations between milk values, e.g. triglyceride levels, and offspring behavior?

- Sentence 469-471: this is somewhat overstated in my opinion. The data presented in the current study suggests a role for maternal milk, but does not implicate a driving mechanism.

- Sentence 489-492 is unclear.

- Sentence 505-507: where is this data?

- Sentence 537: is there any evidence that time on nest may affect milk Ghr levels?

- Sentence 567-568 is unclear.

- In the conclusion paragraph the running comes a bit sudden, the comparison running/EE has not been discussed before in this study. Maybe the conclusion paragraph is not the place to mention this for the first time.

- Extended figure 2: please increase the font of the legend.

How the deposited data were processed for this re-analysis (not part of the article)

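RNA of the milk fat layer of rat dams kept in EE or SD housing, collected on P10, was analysed from 5 SD and 5 EE libraries, which make up all per-library columns of the deposited table. The groups and replicate numbers come from the sample labels. The authors made the values from single-end reads of stranded mRNA libraries aligned to the rat genome build rn6, and the text does not name the read counter, the gene annotation or the filters. The per-library values as deposited by the authors are log2 values, described as regularized log values. All libraries share a lowest value of 5.4605 in genes without reads, and the closed form of DESeq2's variance-stabilizing transformation, inverted, returned the mean normalized signal of the authors' comparison, so they were read as variance-stabilized log2 values normalized by the authors. The authors' table of comparisons, from DESeq2, holds genes at an unadjusted p under 0.05, and its unit columns are as follows. The authors' baseMean is a mean normalized signal, the log2 fold change and its standard error are log2 values, the Wald statistic of the authors is a score, and the authors' p-values are unadjusted and Benjamini-Hochberg adjusted p-values. Its means match those of 9 libraries without SD replicate 4, as given beside the experiment.

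Of 16748 genes in the deposited table, 3756 had the same value in every library and were left out, which left 12992 genes, or 12955 without SD replicate 4. A gene ID was found in the table of gene names for 16619 genes. EE was compared with SD by limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with a variance trend), two-sided, with Benjamini-Hochberg adjusted p over all genes tested. Thresholds were an adjusted p of 0.05, and an unadjusted p of 0.05 with a fold change of 1.3. A minimum mean log2 value equal to the log2 of 10 was set as a filter and removed no gene that varied. Of 40 gene lists fixed from textbook knowledge, 37 had at least 5 measured members and were compared with all other genes by limma's camera with a preset correlation of 0.01, adjusted over the lists, and camera with an estimated correlation and fry were run beside it. The lists called numbered 19 over the 9 libraries and 14 over all 10, with 13 in both, and none of them was called with an estimated correlation (0 for both sets from limma, with 5 and then 2 at an unadjusted p under 0.05). The lists of ribosome biogenesis, tRNA and rRNA modification, the mitochondrial ribosome, golgins, endoplasmic reticulum shape, autophagy and toll-like receptor sensing were written with the table of genes in Extended Data Fig. 3-2 in view, so their tests are not independent of the authors' comparison. Members of a list were also adjusted over the list alone. Single genes and measures per library were compared by two-sided exact permutation tests over 252 arrangements of 5 against 5 libraries or 126 of 4 against 5. Standard deviations are given of normalized counts, and standard errors of log2 differences from limma.

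Comparisons, thresholds, gene lists, the rule for named genes and the alternatives of filter, scaling, moderation, weights, replicate block, left-out library and set test were chosen before the data were examined, though the paper's table and figures, made from these libraries, had been read, and 7 of the lists lie near that table. The rule names each gene of the paper's text, of Fig. 3B to 3E and the starred genes of Fig. 3G, genes past the adjusted threshold or else the 5 smallest p in each direction, the 10 smallest p in Extended Data Fig. 3-2, and up to 4 members of each list described. Values in the paper had been seen when the rule was written. The main comparison was fixed over all 10 libraries, and the values over 9 libraries are the fixed alternative without SD replicate 4. They are given first in the text, an order chosen after the match with the authors' means was seen. Alternatives added after seeing the data are the log2 count plus 1, quantile normalization without SD replicate 4, the casein share as a covariate and the estimated correlation without SD replicate 4. The casein share is computed from genes that are among those tested, so that fit says nothing of the casein genes or the milk protein list. Exact p of genes named for a small p do not allow for that choice. Their effects are given in the closing section.

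The deposited values hold no raw counts. Depth was estimated from the smallest step between normalized counts, at 43247611 to 70437207 reads per library, and limits the precision of genes with few reads. On simulated data with known changes, limma recovered 98.4% of genes changed by 2 (log2) over all 10 libraries and 98.2% over the 9, with 12 of 155 and 11 of 131 calls false, and the camera test recovered a list shifted by 0.2 and called 0 other lists. Genes were simulated independently of each other, so this does not show how often camera calls lists of correlated genes. The simulated spread was that of all 10 libraries in both sets. Inverting the transformation returned 9 of 9 simulated counts. Correlations between libraries were 0.9755 to 0.9931 and no pair was identical. The replicate numbers are given in both groups, and no pairing was taken from them. The genes of Fig. 3F and Extended Data Fig. 4-1 and the behavioral and other experiments of the paper are not analysed here. 1 member of the gene lists that the rule names is not reported here. Reads were not used here, so alignment and counting were not repeated.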

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

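The tests on long transcripts, on cells of another type and on the label of SD replicate 4, and the casein share as a covariate, were chosen only after the result was seen. In 273 groups of 5 libraries, 21 had a library far from the other 4, where chance gives 1 in 20. Of the 21, 11 were in SD replicate 4, and most of their genes were selected in comparisons made without that library, which favors genes on which it stands apart. Its counts were 1083 for Akap9, 91.4 for LOC100361083, 551 for Ada, 1085 for Abhd2, 1260 for Trip11, 858 for Nop9, 520.2 for Slc20a2, 387 for Socs1, 1280 for Atl3, 4622 for Mrps26 and 5720 for Ndufa10. In other libraries the count was 1652 for Ezh1 in SD replicate 5 (next 1407), 571 for Kat2a in SD replicate 1 (next 781), 2066 for Acta2 in SD replicate 1 (next 1494), 4385 for Stip1 in EE replicate 5 (next 5897) and 14950 for Ldha in EE replicate 5 (next 18980). Few reads lie behind the last 5, with 1.21 counts of Lepr in SD replicate 3, 2.98 of Elovl4 in EE replicate 5, and 3.87 of Lep, 0.964 of Snap91 and 1.96 of Rab27b in SD replicate 2.

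Lists that the paper does not discuss and that passed limma's camera test in both sets of libraries had these median log2 differences over the 9. They were 0.164 for the mitochondrial ribosome, 0.203 for ribosome biogenesis, 0.11 for tRNA and rRNA modification and 0.175 for glycolysis. Lower medians were -0.102 for cytosolic ribosomal proteins, -0.355 for the unfolded protein response, -0.347 for the translocon, -0.102 for toll-like receptor sensing, -0.28 for complement and acute phase genes, -0.183 for luminal epithelium markers and -0.212 for macrophage markers. None of these calls held with an estimated correlation (0 at an adjusted p under 0.05 from limma over either set), and with the casein share as a covariate the test turned for the unfolded protein response (median -0.0074) and the translocon (0.06).

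SD replicate 4 stood apart from the other SD libraries, with a root mean square deviation from their mean of 0.454 (log2) over 3834 genes with a mean above 1000 counts, against 0.292 for the next SD library. Its depth was the lowest, at 43247611 reads, but few reads would widen the spread of genes with low counts and not of these, which counts against depth as the cause. Over the 110 genes with the smallest p between the other 9 libraries, its median position from the SD mean (0) to the EE mean (1) was 0.895, with 78 genes nearer the EE mean. Each other library was held out in turn, with genes chosen without it and without SD replicate 4. EE libraries then lay at 0.519 to 0.914 and the other SD libraries at 0.133 to 0.549. These ranges overlap, with SD replicate 2 at 0.549 and EE replicate 4 at 0.519, so the position separates the groups only in part. SD replicate 4 lay above every other SD library and within the EE range, which an EE library under an SD label would give. Its mean of cytosolic ribosomal protein genes, 14.13 against 13.25 to 13.47 in EE libraries, lay outside both groups, which counts against such a label as the whole cause. Of single genes, its counts of Cd14 (485, EE 174 to 209) and Tjp3 (2469, EE 2884 to 3106) lay on the side of SD. Those of Akap9 (1083, EE 868 to 1192), Ada (551, EE 461 to 621), Atl2 (1717, EE 1533 to 2100) and Golgb1 (1090, EE 922 to 1186) lay within the EE range. Single genes therefore do not decide. A wrong label for the first part stays open, as does a difference in the RNA or handling of this sample, which may lie behind both and was not tested, since the labels give no batch within a group, and no biological explanation was tested, because the design gives none within SD.

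In lists written with the paper's table of genes in view, 52 of 56 genes of ribosome biogenesis had higher values in EE over the 9 libraries and 47 over all 10, and 64 and then 45 of 67 of the mitochondrial ribosome did, and neither call held with an estimated correlation (adjusted p = 0.227 and 0.407, and 0.163 and 0.666, from limma). With the casein share as a covariate the median for ribosome biogenesis over all 10 libraries was 0.144, against 0.191 without it. Limma's camera gave an adjusted p of 1.4e-05 (adjusted p = 0.436 with an estimated correlation). The list mean was 0.129 (SE 0.0665), against 0.163 (SE 0.0515) without the covariate. The median kept most of its size, but the SE of the list mean is too large to decide for this list. For the mitochondrial ribosome over the 9 libraries the median was 0.156, against 0.164 without the covariate. Limma's camera gave an adjusted p of 1.78e-10 (adjusted p = 0.283 with an estimated correlation), and the list mean was 0.169 (SE 0.0387). For this list over the 9 libraries, that counts against the caseins' share of the reads as the whole cause. The mean of the cytosolic ribosomal proteins, whose mRNAs are shorter still, differed by -0.0927 over the 9 libraries (SE 0.0559, exact permutation test, p = 0.135). The test asked whether it rose by at least the 0.166 of the mitochondrial list, as a loss of long transcripts would make it, and it did not. The test was written after the result was seen and rests on the cytosolic ribosomal proteins alone. The lengths of other transcripts were not compared, so it does not decide, and a loss of long transcripts stays open. The mean of the mitochondrial list differed by 0.166 over the 9 libraries (exact p = 0.00794, adjusted p = 0.0254 over 16 contrasts of list means). Over all 10 libraries it differed by 0.06 (exact p = 0.675), with SD replicate 4 above every EE library. That of ribosome biogenesis differed by 0.19 over the 9 (exact p = 0.00794, adjusted p = 0.0254) and 0.163 over all 10 (exact p = 0.0159, adjusted p = 0.0363). Neither list is independent of the authors' comparison. Housing may change these genes in the secretory cells, a hypothesis that these libraries raised and cannot test.

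The casein share was lowest in EE replicates 3 and 5, at 44.2% and 40.4%. The test written for cells of another type asked whether the markers of every other type were higher in EE alike. If only 1 type were added, only its own markers would rise, so this test cannot decide against a mixture. Macrophage markers differed by -0.28 over all 10 libraries (exact permutation test, p = 0.294) and T cell minus macrophage markers by 0.372 (exact p = 0.0873). T cell markers alone differed by 0.0921 (exact p = 0.619), and by 0.201 over the 9 libraries (exact p = 0.27). Macrophage, T cell and neutrophil markers had means (log2) of 7.20, 6.71 and 6.32 in EE replicate 3 and 7.31, 6.50 and 6.18 in EE replicate 5, above those of EE replicates 2 (6.84, 6.04 and 5.86) and 4 (6.49, 6.07 and 5.83), but means were also high in EE replicate 1 (7.49, 6.34 and 6.27) and in SD replicates 4 (7.66, 6.68 and 6.28) and 5 (7.81, 6.49 and 6.25), with casein shares of 54.8%, 60.4% and 57.7%, so a mixture of cells cannot be told apart from other causes. The most abundant markers, Laptm5 of macrophages (694 counts in EE, 818 in SD over the 9 libraries and 751 over all 10) and Cd7 of T cells (84.4, 44.3 and 88.1), were few beside the caseins, no other list holds any of the 16 and 14 markers, and the paper's methods name no sorting of cells but spin the milk, take the fat layer and wash it, which would remove many free cells. Housing may change casein expression itself, which stays open as an untested hypothesis. The paper's assay of P10 milk found no significant housing effect on protein, which is a measure of milk and not of casein mRNA.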

How the results depend on the processing

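Alternatives on the scale of counts, quantile normalization of the 9 libraries, the casein share as a covariate and the estimated correlation over the 9 libraries were chosen only after the data had been seen, as were the alternatives for the tallies of figure panels. Of 135 named genes followed through the alternatives, 102 kept their direction and their side of the threshold under every alternative run, 30 changed sign under at least 1, and 2827 of 2936 values kept both. No named gene passed over all 10 libraries, so keeping the side of the threshold only meant gaining no call. The stricter filter, the fit without a trend, robust moderation, the replicate block and the exact test leave each log2 difference as it was. Under these no sign could change, so these counts do not measure how robust the genes are. Of 37 gene lists, 2 kept the direction of the test and their call under every alternative run, each of the 14 lists called over all 10 libraries lost its call under at least 1, and the direction turned for 19. The count at an unadjusted p under 0.05 and a fold change over 1.3 was 465 over all 10 libraries, 397 to 553 under the alternatives of filter, scaling, moderation, library weights and replicate block and 338 (without EE replicate 3) to 694 (without EE replicate 4) when 1 library was left out. With a replicate block it was 553, of which 433 were among the 465, with no gene at an adjusted p under 0.05 (0 from limma, 1100 at an unadjusted p under 0.05) and 15 lists called. The deviations of libraries with the same replicate number from their group means correlated at -0.09 to 0.28, so libraries were not paired elsewhere. A fit without a filter was not run, since the lowest deposited value lies above the minimum of the filter, which therefore removed no gene that varied. The first principal component had an exact permutation p of 0.667 over all genes against 0.889 over the 500 most variable. Depth limits the genes with few reads, whose differences the transformation pulls toward 0 and for which 4 or 5 libraries a group give wide errors. In simulated data with the spread of all 10 libraries, 37.5% of genes changed by 0.5 (log2) were recovered at an adjusted p under 0.05 from limma over all 10 libraries and 24.1% over the 9, and 89.5% and 77.6% of those changed by 1. The changed genes were drawn from the more abundant ones. The spread with SD replicate 4 was also used for the 9, so the lower shares there do not show less power in the real 9 libraries. The casein share is made of 5 genes of the milk protein list and of Fig. 3C, so with it as a covariate the values of these genes, that list and that panel are fixed in part by the fit and say nothing of their dependence. Quantile normalization gives genes at the top ranks nearly the same values in every library. Its values for the most abundant milk protein genes, that list and that panel are therefore also fixed in part. For all other values that follow the cause was not tested. Values for lists and genes are log2 differences, those for lists being medians, and a list is said to turn when the direction of its set test turned, which need not be the sign of its median. Changes are given against the fit of all 10 libraries, so settings without SD replicate 4 also hold the effect of leaving it out.

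With the stricter filter, the genes higher in EE numbered 3 in Fig. 3B and 2 in Fig. 3D. The test turned for interferon-stimulated genes (0.0059). After quantile normalization of all 10 libraries, the genes higher in EE numbered 4 in Fig. 3C. 1 gene passed an adjusted p of 0.05 from limma (Mcf2l), and the call from limma was lost for milk proteins (-0.032, adjusted p = 0.276). There the set test turned for fatty acid synthesis (0.059) and endothelium markers (-0.0042), and the sign turned for Ppargc1a (-0.0023), Fto (0.012), Slc27a3 (0.028), Slc5a3 (0.023), Tf (0.23), Csn1s1 (0.032), Nr3c1 (0.015), Wap (0.024) and Lalba (0.094). After median centring, the genes higher in EE numbered 10 in Fig. 3B and 2 in Fig. 3C. The sign turned for Elovl2 (0.0028), Fto (0.0072), Fads1 (0.019), Slc27a3 (0.020) and Slc5a3 (0.017). Without a variance trend, the call from limma was lost for GR chaperones (0.043, adjusted p = 0.06). There the set test turned for fatty acid synthesis (0.034). With library quality weights, the genes higher in EE numbered 2 in Fig. 3C. The call from limma was lost for milk proteins (-0.47, adjusted p = 0.119), and a call from limma was gained for prolactin and STAT5 signaling (-0.13, adjusted p = 0.0145). The test turned for fatty acid synthesis (0.070), cholesterol synthesis (-0.067), oxytocin signaling (-0.042), epigenetic modifiers (-0.028), interferon-stimulated genes (0.033) and myoepithelium markers (-0.088), and the sign turned for Spp1 (0.037), Elovl2 (0.0070) and Fads1 (0.070). On the scale of the log2 count plus 1, the call from limma was lost for milk proteins (-0.56, adjusted p = 0.0848) and GR chaperones (0.045, adjusted p = 0.0536). There the set test turned for myoepithelium markers (-0.32). On that scale without SD replicate 4, the genes higher in EE numbered 2 in Fig. 3C. 1 gene passed an adjusted p of 0.05 from limma (Akap9), and 766 genes passed an unadjusted p of 0.05 with a fold change over 1.3. The call from limma was lost for milk proteins (-0.55, adjusted p = 0.128), and a call from limma was gained for prolactin and STAT5 signaling (-0.20, adjusted p = 0.00553). The test turned for cholesterol synthesis (-0.081), oxytocin signaling (-0.059), epigenetic modifiers (-0.016), interferon-stimulated genes (-0.035), myoepithelium markers (-0.100) and endothelium markers (-0.22), and the sign turned for Ppargc1a (-0.012), Elovl2 (0.31), Slc22a4 (0.10) and Dnajb1 (0.067). After quantile normalization of the 9 libraries, the genes higher in EE numbered 2 in Fig. 3C and 5 in Fig. 3E. 1 gene passed an adjusted p of 0.05 from limma (Akap9), and the call from limma was lost for milk proteins (-0.050, adjusted p = 0.383). A call from limma was gained for prolactin and STAT5 signaling (-0.097, adjusted p = 0.0127) and glutamate and GABA signaling (-0.044, adjusted p = 0.0445), and the test turned for cholesterol synthesis (-0.047), oxytocin signaling (-0.021), epigenetic modifiers (0.017), interferon-stimulated genes (0.035), myoepithelium markers (-0.11) and endothelium markers (-0.0033). The sign turned for Ppargc1a (-0.043), Elovl2 (0.054), Tf (0.23), Fkbp5 (0.017), Dnajb1 (0.095), Wap (0.0066) and Lalba (0.13).

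With the casein share as a covariate, the genes higher in EE numbered 10 in Fig. 3B and 9 in Fig. 3C. The values that follow for the milk protein list and the casein genes, and those of Fig. 3C, are fixed in part by this fit. The call from limma was lost for GR chaperones (0.047, adjusted p = 0.0671), and a call from limma was gained for prolactin and STAT5 signaling (-0.14, adjusted p = 0.00968) and glucocorticoid-induced genes (-0.36, adjusted p = 0.00949). The test turned for milk proteins (0.0073), milk fat globule secretion (0.050), fatty acid synthesis (0.17), triglyceride synthesis (0.017), fatty acid uptake and transport (0.10), cholesterol synthesis (0.31), lactose synthesis and nutrient transport (0.14), oxytocin signaling (-0.047), epigenetic modifiers (-0.065), endoplasmic reticulum shape and COPII transport (0.043), unfolded protein response (-0.0074), translocon and signal recognition (0.059), T cell markers (-0.16), B and plasma cell markers (-0.011), neutrophil markers (-0.10) and endothelium markers (-0.027), and the sign turned for Ppargc1a (-0.16), Elovl4 (-0.036), Fads1 (0.66), Fads2 (0.59), Slc27a3 (0.56), Elovl5 (0.087), Dgat1 (0.12), Abcg2 (0.11), Slc5a3 (0.48), Tf (0.97), Slc5a1 (0.43), Slc2a1 (0.46), Slc35a2 (0.39), Csn1s1 (0.051), Csn2 (0.018), Jun (-0.086), Hspa4 (-0.00016), Fkbp5 (0.047), Hsp90b1 (0.29) and Lalba (0.34). With an estimated correlation in camera, none of the 14 lists called over all 10 libraries kept its call (0 at an adjusted p under 0.05 from limma, 2 at an unadjusted p under 0.05). The call from limma was lost for milk proteins (-0.54, adjusted p = 0.571), lactose synthesis and nutrient transport (-0.22, adjusted p = 0.571) and GR chaperones (0.043, adjusted p = 0.427). With an estimated correlation over the 9 libraries, none of the 19 lists called over them kept its call (0 at an adjusted p under 0.05 from limma, 5 at an unadjusted p under 0.05). The call from limma was lost for lactose synthesis and nutrient transport (-0.29, adjusted p = 0.503) and GR chaperones (0.12, adjusted p = 0.227). Milk proteins (-0.52, adjusted p = 0.579 from limma's camera) had already lost theirs over the 9 libraries with the preset correlation (0.0733). Leaving out SD replicate 4 had also already turned the test for cholesterol synthesis (-0.080), oxytocin signaling (-0.053), epigenetic modifiers (-0.013), interferon-stimulated genes (0.0078), myoepithelium markers (-0.16) and endothelium markers (-0.030). With fry in place of camera, 0 lists had an adjusted p under 0.05 from limma and 6 an unadjusted p under 0.05 over all 10 libraries, and 4 and 10 did over the 9 (mitochondrial ribosome, ribosome biogenesis, tRNA and rRNA modification, and golgins at the adjusted p). Fry asks whether a list changed at all and camera whether it differs from all other genes, so the 2 are not the same comparison. The call from limma was lost for milk proteins (-0.54, adjusted p = 0.393), lactose synthesis and nutrient transport (-0.22, adjusted p = 0.449) and GR chaperones (0.043, adjusted p = 0.393), and the test turned for oxidative phosphorylation (-0.0048). Of the 1354 genes in the authors' table, 700 had an unadjusted p under 0.05 over all 10 libraries, against 0 at an adjusted p from limma.

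Leaving out 1 library in turn gave 0 to 1 genes at an adjusted p under 0.05 from limma (Cd14 without SD replicate 2, Akap9 without SD replicate 4) and 8 (without SD replicate 5) to 19 (without SD replicate 4) lists called, with 1 to 5 for Fig. 3C and 3 to 5 for Fig. 3E as the number of genes higher in EE. Among lists whose call or test direction changed in this way, medians ranged from -0.74 to -0.39 for milk proteins, -0.035 to 0.14 for fatty acid synthesis, -0.096 to 0.020 for fatty acid uptake and transport, -0.20 to 0.063 for cholesterol synthesis, -0.35 to -0.070 for lactose synthesis and nutrient transport, -0.12 to -0.0050 for prolactin and STAT5 signaling, -0.053 to 0.035 for oxytocin signaling, 0.014 to 0.12 for GR chaperones, -0.25 to -0.089 for glucocorticoid-induced genes, -0.028 to 0.032 for epigenetic modifiers, -0.069 to 0.14 for oxidative phosphorylation, -0.17 to 0.071 for interferon-stimulated genes, -0.26 to -0.034 for myoepithelium markers, 0.0019 to 0.14 for neutrophil markers and -0.030 to 0.076 for endothelium markers. Calls also changed for the mitochondrial ribosome (0.029 to 0.16), glycolysis (0.13 to 0.21), toll-like receptor sensing (-0.13 to -0.027) and complement (-0.35 to -0.17). They changed as well for macrophage markers (-0.40 to -0.14), T cell markers (-0.050 to 0.23) and immediate early genes (-0.25 to -0.024). Golgins (-0.043 to -0.011), endoplasmic reticulum shape (-0.21 to -0.049) and autophagy (-0.12 to -0.046) gained a call without SD replicate 4. Named genes whose sign changed had log2 differences of -0.044 to 0.16 for Ppargc1a, -0.16 to 0.14 for Slc27a1, -0.999 to 0.21 for Spp1, -0.10 to 0.061 for Elovl2, -0.15 to 0.062 for Fto, -0.10 to 0.22 for Elovl1, -0.17 to 0.25 for Fads1, -0.11 to 0.033 for Lep, -0.30 to 0.14 for Fads2, -0.24 to 0.16 for Slc27a3, -0.23 to 0.16 for Slc5a3, -0.94 to 0.19 for Tf, -0.35 to 0.092 for Slc5a1, -0.37 to 0.032 for Slc2a1, -0.12 to 0.26 for Jun, -0.20 to 0.016 for Nr3c1, -0.34 to 0.071 for Fkbp5 and -0.14 to 0.064 for Dnajb1.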

Differences from the paper's values

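The comparisons with log2 of the count plus 1, with or without SD replicate 4, with quantile normalization of the 9 libraries and with the casein share as a covariate were chosen only after the values had been seen. Values here come from limma on the deposited log2 values of all 10 libraries, and those of the paper from DESeq2 on counts, in a comparison whose means match the 9 libraries without SD replicate 4, with the same thresholds. The sets of libraries therefore differ, as do the methods and the scale of the fold changes. At an unadjusted p under 0.05 and a fold change over 1.3 the paper reports 756 genes and 465 passed here. Of the 17 alternatives set before the data were examined, 5 did not differ from the paper's count by over 1.5 times (the replicate block, and leaving out SD replicate 2, SD replicate 3, SD replicate 4 or EE replicate 4), and the others did, with counts of 338 to 694 over all of them. The log2 count plus 1 without SD replicate 4, chosen after seeing the values, gave 766 genes and drops 121 of the paper's 756. The log2 count plus 1 of all 10 libraries gave 636 and drops 340, quantile normalization of the 9 libraries gave 569 and drops 250, and the casein share as a covariate gave 650 and drops 536, all 3 chosen after seeing the values. At an adjusted p under 0.05 with the same fold change the paper reports 110 genes and 0 passed here from limma, against 961 at an unadjusted p under 0.05 with no fold threshold, and none of the 17 alternatives came within 1.5 times of the paper's count (0 to 1 gene). Of the genes the paper calls, Akap9 passed without SD replicate 4 (adjusted p = 0.0255 from limma), as it did on 2 scales chosen after seeing the values, the log2 count plus 1 without SD replicate 4 (0.027) and quantile normalization of the 9 libraries (0.0224), and Cd14 passed without SD replicate 2 (0.0466).

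For Ghr the paper's log2 fold change is -0.671 and the value here was -0.3107 (SE 0.187). All 17 alternatives differed from the paper's value, with a range of -0.4326 to -0.1804, and the log2 ratio of mean normalized counts, chosen after seeing the values, was -0.482 (SE 0.188) over the 9 libraries and -0.362 (SE 0.22) over all 10. The paper prints -0.671 for Igf1 as well, and the authors' deposited table gives -0.671 for Igf1 and -0.477 for Ghr, so the paper's value for Ghr is not that of the authors' table. The log2 count plus 1 without SD replicate 4, chosen after seeing the values, gave -0.5143 (SE 0.203), which lies within its error of both -0.671 and -0.477, with 121 of the paper's 756 genes dropped as above. For Igf1 the value here, -0.5013 (SE 0.216), did not differ from the paper's, while the log2 ratio of mean counts was -0.677 (SE 0.306) over the 9 libraries and -1.16 (SE 0.452) over all 10. The paper's unadjusted p for Ghr is 0.024 and that from limma was 0.122. Leaving out SD replicate 4 gave 0.0271, which did not differ by over 1.5 times, and the other 16 alternatives did differ. Among the alternatives chosen after seeing the values, the log2 count plus 1 without SD replicate 4 (0.0286, 121 genes dropped) and quantile normalization of the 9 libraries (0.0331, 250 dropped) did not differ either. For Slc27a4 the paper's unadjusted p is 0.032 and that from limma was 0.0211. Quantile normalization, the fit without a variance trend, library weights, and leaving out SD replicate 1, SD replicate 3, SD replicate 4, SD replicate 5 or EE replicate 2 did not differ, and the other 9 alternatives did. The same 2 alternatives chosen after seeing the values gave 0.0269 (121 genes dropped) and 0.0288 (250 dropped). For Csn1s2b the paper's unadjusted p is 0.009 and that from limma was 0.0408, and of the 17 alternatives only leaving out EE replicate 4 did not differ (0.00871).

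The paper's table in Extended Data Fig. 3-2 gives the other log2 fold changes that differ. The paper's values are on the scale of counts and those here on the transformed scale. The log2 ratio of mean normalized counts, chosen after seeing the values, is therefore given beside each gene over the 9 libraries and then all 10. Over the 9 libraries it lay within -0.0152 to 0.0235 of the authors' deposited value for the middle 90% of 1345 genes (median -0.00315), and for the 9 genes of this table that differ it lay within its error of the paper's value in both sets. For Akap9 the paper's value is -0.922 and that here was -0.7225 (-0.934 and -0.796 as count ratios), and leaving out SD replicate 4, EE replicate 1 or EE replicate 2 did not differ. For LOC100361083 the paper's value is -1.089 and that here was -0.5813 (-1.11 and -0.982), and all 17 alternatives differed. For Ada the paper's value is 0.875 and that here was 0.5748 (0.881 and 0.652), and again all 17 differed on the transformed scale. For Abhd2 the paper's value is -0.963 and that here was -0.6639 (-0.967 and -0.766), where library weights and leaving out SD replicate 4, EE replicate 1, EE replicate 2 or EE replicate 4 did not differ. Atl2 has -0.681 in the paper and had -0.5249 here (-0.688 and -0.568), where library weights and leaving out SD replicate 3, SD replicate 4, EE replicate 2, EE replicate 4 or EE replicate 5 did not differ. Golgb1 has -0.849 in the paper and had -0.6462 here (-0.859 and -0.725), where library weights and leaving out SD replicate 4, SD replicate 5, EE replicate 1 or EE replicate 3 did not differ. Trip11 has -0.623 in the paper and had -0.4102 here (-0.634 and -0.478), where library weights and leaving out SD replicate 4, EE replicate 1 or EE replicate 2 did not differ. Nop9 has 0.446 in the paper and had 0.3468 here (0.442 and 0.379), where quantile normalization, median centring, library weights and leaving out SD replicate 4, EE replicate 1, EE replicate 3 or EE replicate 5 did not differ. Cd14 has -1.31 in the paper and had -0.9917 here (-1.31 and -1.32), where leaving out SD replicate 2 did not differ. For each of these 9 genes the alternatives not named differed from the paper's value. The log2 count plus 1 without SD replicate 4, chosen after seeing the values, came within its error of the paper's value for all 9 and drops 121 of the paper's 756 genes. The log2 count plus 1 of all 10 libraries, also chosen after seeing the values, came within its error for 8 of the 9, not for Trip11, and drops 340. Quantile normalization of the 9 libraries did so for Akap9, Abhd2, Atl2, Golgb1, Trip11 and Nop9 (250 dropped), and the casein share as a covariate for Ada, Atl2, Trip11 and Nop9 (536 dropped), both chosen after seeing the values.

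The paper states that genes of oxytocin and GR signaling were mostly higher in EE. Of the genes labelled in Fig. 3D, 5 of 9 were higher here over both sets of libraries, as in the paper, while of a wider list of 44 oxytocin signaling genes 25 were lower over the 9 libraries and 23 over all 10. Of those in Fig. 3E, 4 of 7 were higher over the 9 libraries and 3 over all 10. Wider lists went both ways, since of 17 GR chaperones 13 and then 12 were higher, while of 17 glucocorticoid-induced genes 14 were lower in both sets. Prolactin signaling genes went equally in both directions in the paper, and in another list of 29 genes 23 were lower over the 9 libraries and 17 over all 10. In Fig. 3B and 3C, Spp1 is coloured as higher in EE, and its log2 difference was -0.41 over the 9 libraries and -0.37 over all 10. In Fig. 3B, Elovl1 is coloured as lower and had 0.10 and then 0.05, and Ppargc1a and Elovl2 as higher, with -0.0083 and then 0.04 and with 0.06 and then -0.02. Dnajb1, coloured as lower in Fig. 3E, had 0.06 and then -0.04. By contrast 16 of the 19 coloured genes of Fig. 3B, 16 of 17 in Fig. 3C and 35 of 42 in Fig. 3G had the colour's direction over the 9 libraries.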

Other observations

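The contrasts of marker lists, and the casein share as a covariate, were chosen only after the result was seen, as were quantile normalization of the 9 libraries and the splits over fewer lists. Most genes of glycolysis, which turns glucose into pyruvate, had higher values in EE milk and most genes of toll-like receptor sensing and complement had lower values, in lists whose calls were lost with an estimated correlation. Of 22 glycolysis genes, 16 were higher over both sets of libraries (median log2 difference 0.17 over the 9 and 0.19 over all 10), with a camera adjusted p of 0.00497 and then 0.00233 from limma (adjusted p = 0.354 and 0.407 with an estimated correlation), and 0.0501 over all 10 without SD replicate 5. Ldha, lactate dehydrogenase, had a log2 difference of 0.38 (SE 0.12) and then 0.38 (SE 0.11), and Pgk1, phosphoglycerate kinase, of 0.37 (SE 0.14) and then 0.38 (SE 0.13), both genes with processed pseudogenes. Of 23 genes of toll-like receptor sensing, 17 were lower over the 9 libraries and 15 over all 10 (median -0.10 and then -0.04), with a camera adjusted p of 0.0164 and then 0.0299 from limma (adjusted p = 0.293 and 0.407 with an estimated correlation). That p was 0.1 over all 10 libraries without SD replicate 1, 0.0879 without SD replicate 5, 0.0973 without EE replicate 5 and 0.259 with the casein share as a covariate. Adjusted over the list alone, Cd14, Tlr2, Tlr4 and Tlr5 were lower over the 9 libraries, and Cd14 and Tlr2 over all 10, in a list written after the table of genes in Extended Data Fig. 3-2 had been read. Tlr2, a receptor of bacterial lipoproteins, had 435 ± 108 normalized counts in EE milk (SD, n = 5), 733 ± 84.2 in SD milk without SD replicate 4 (SD, n = 4) and 698 ± 107 with it (SD, n = 5). Tlr4 and Tlr5, named after their values were seen, had log2 differences of -0.55 and -0.67 over the 9 libraries and of -0.43 and -0.48 over all 10. Of 13 complement and acute phase genes, 12 and then 10 were lower (median -0.28 and then -0.35), with a camera adjusted p of 0.0263 and then 0.0313 from limma (adjusted p = 0.354 and 0.407 with an estimated correlation). For all 10 libraries it was 0.11 without SD replicate 1, 0.0812 without SD replicate 5, 0.231 without EE replicate 5, 0.0869 with the stricter filter, 0.0503 with library weights and 0.772 with the casein share as a covariate. Cp, the copper protein ceruloplasmin, had a log2 difference of -0.75 (SE 0.30) and then -0.70 (SE 0.27). Of 41 interferon-stimulated genes, 21 were higher in both sets, with a median of 0.0078 and then 0.0015 (-0.03 and then -0.07 on the scale of the log2 count plus 1), a mean of -0.01 and then -0.05, and a test direction of higher and then lower (camera adjusted p = 0.713 and then 0.946 from limma). That p was 0.00404, with a lower median of -0.17, without EE replicate 3, and 0.00779 (median -0.29) with the casein share as a covariate. An estimated correlation, without these changes, gave an adjusted p from limma's camera of 0.911 over the 9 and 0.984 over all 10. Ifitm3 was lower (-0.92 and then -1.06) in both sets when adjusted over the list alone, and Dhx58 (0.40) and Trim14 (0.38) were higher over the 9 libraries, all 3 named after their values were seen. Of 27 immediate early genes, 17 and then 23 were lower (median -0.02 and then -0.16, and 0.0025 after quantile normalization of the 9 libraries), with a camera adjusted p of 0.711 and then 0.0676 from limma. With all 10 libraries it was 0.0145, 0.0261 and 0.0363 without SD replicates 1, 2 and 3, 0.00143 without EE replicate 5, 0.0458 after median centring, 0.0454 with a replicate block and 4.41e-05 with the casein share as a covariate. Without these changes, limma's camera with an estimated correlation gave an adjusted p of 0.884 over the 9 and 0.666 over all 10.

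Of 11 luminal epithelium markers, 8 were lower over the 9 libraries and 9 over all 10 (median -0.18 and then -0.32), with a camera adjusted p of 0.0488 and then 0.00205 from limma (adjusted p = 0.503 and 0.407 with an estimated correlation), and 0.0616 over the 9 after quantile normalization and 0.421 with the casein share as a covariate. Cldn7, a tight junction protein, had a log2 difference of -0.54 (SE 0.19) and then -0.70 (SE 0.21). Of 16 macrophage markers, 12 and then 15 were lower (median -0.21 and then -0.31), with a camera adjusted p of 0.0429 and then 0.00436 from limma (adjusted p = 0.574 and 0.571 with an estimated correlation). With all 10 libraries it was 0.0812 without SD replicate 5, 0.134 without EE replicate 4, 0.0928 with the stricter filter and 0.0615 with library weights. C1qc, a complement component of macrophages, had 36.0 ± 18.5 counts in EE milk (SD, n = 5) and 91.0 ± 66.5 in SD milk (SD, n = 4), 109 ± 69.8 with SD replicate 4 (SD, n = 5). Of 14 T cell markers, 11 and then 8 were higher (median 0.23 and then 0.03, and -0.16 with the casein share as a covariate), with a camera adjusted p of 0.0318 and then 0.234 from limma (adjusted p = 0.57 with an estimated correlation over the 9), and 0.046 over all 10 without EE replicate 2 and 0.0362 with library weights. When only EE replicate 3 was left out, their median was -0.050. Lck, a T cell kinase, had 102 ± 20.5 counts in EE milk (SD, n = 5) and 52.1 ± 13.4 in SD milk (SD, n = 4), 51.8 ± 11.7 with SD replicate 4 (SD, n = 5), and was higher over all 10 libraries when adjusted over the list alone. Of 11 myoepithelium markers, 6 and then 8 were lower (median -0.16 and then -0.15), with a camera adjusted p of 0.711 and then 0.916 from limma and a test direction of higher over the 9 libraries. Acta2, smooth muscle actin, was higher in both sets (0.52 and then 0.55) and Myh11 lower over all 10 (-0.62) when adjusted over the list alone, both named after their values were seen. The lists of B and plasma cells (4 and then 5 of 6 higher, camera adjusted p = 0.357 and then 0.291), neutrophils (8 of 11 higher in both sets, 0.532 and then 0.916) and the erythroid lineage (6 and then 7 of 7 higher, 0.285 and then 0.129) did not pass in limma, and with the casein share as a covariate their medians were -0.01, -0.10 and -0.03. Those of adipocytes (7 and then 6 of 8 lower, camera adjusted p = 0.266 and then 0.369) and endothelium (5 and then 4 of 8 lower, 0.814 and then 0.908, with a median of -0.03 and then -0.0022, and of 0.02 after median centring of all 10 libraries) did not pass in limma either. Fibroblast markers, keratinocyte markers and mitochondrially encoded genes had fewer than 5 measured members and were not tested. The third principal component of the 500 most variable genes, with 14.0% of the variance, was picked for its small p among 16 comparisons between the housing groups and did not pass (exact permutation test, p = 0.0238 over the 9 libraries and p = 0.0159 over all 10, adjusted p = 0.127 for both).

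Other splits of the same libraries into groups of the same sizes were tested by drawing 100 of the 126 possible ones, the real split included. Over the 9 libraries, 3 splits gave at least as many lists called by camera as the real split, with 19 in the real split and 19 as the highest of the others. This does not decide whether chance gave that count, since 7 of the 37 lists were written with the paper's table of genes, which comes from the real split, in view. Over the other 30 lists the real split called 10 and 38 splits gave at least as many (highest other 16), and over the 21 lists near neither that table nor the themes of Fig. 3 and Extended Data Fig. 4-1 it called 7 and 45 did (highest other 13). With all 10 libraries, 24 gave at least 14 of the 37 lists (highest other 22), 36 at least 9 of the 30 (highest other 17) and 50 at least 7 of the 21 (highest other 15). Chance can therefore not be excluded for the number of lists called over the 30 and the 21 lists, or over the 37 with all 10 libraries. It cannot be excluded for the counts of genes that could be tested either. Over the 9 libraries 12 splits gave at least 1 gene at an adjusted p under 0.05 from limma (highest other 9), and 17 gave at least 594 genes at an unadjusted p under 0.05 with a fold change over 1.3 (highest other 1275, median of the others 260). With all 10 libraries 20 gave at least 465 genes at the unadjusted p with the fold change (highest other 1164, median of the others 268). The count at an adjusted p under 0.05 was 0 from limma in the real split (961 at an unadjusted p under 0.05), which all 100 reach, so the splits say nothing of it (highest other 10).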
